# YPR2 is a regulator of light modulated carbon and secondary metabolism in *Trichoderma reesei*

**DOI:** 10.1186/s12864-019-5574-8

**Published:** 2019-03-13

**Authors:** Eva Hitzenhammer, Christoph Büschl, Michael Sulyok, Rainer Schuhmacher, Bernhard Kluger, Elisabeth Wischnitzki, Monika Schmoll

**Keywords:** *Trichoderma reesei*, *Hypocrea jecorina*, Secondary metabolism, Alamethicin, Carbon metabolism, Light response

## Abstract

**Background:**

Filamentous fungi have evolved to succeed in nature by efficient growth and degradation of substrates, but also due to the production of secondary metabolites including mycotoxins. For *Trichoderma reesei*, as a biotechnological workhorse for homologous and heterologous protein production, secondary metabolite secretion is of particular importance for industrial application. Recent studies revealed an interconnected regulation of enzyme gene expression and carbon metabolism with secondary metabolism.

**Results:**

Here, we investigated gene regulation by YPR2, one out of two transcription factors located within the SOR cluster of *T. reesei*, which is involved in biosynthesis of sorbicillinoids. Transcriptome analysis showed that YPR2 exerts its major function in constant darkness upon growth on cellulose. Targets (direct and indirect) of YPR2 overlap with induction specific genes as well as with targets of the carbon catabolite repressor CRE1 and a considerable proportion is regulated by photoreceptors as well. Functional category analysis revealed both effects on carbon metabolism and secondary metabolism. Further, we found indications for an involvement of YPR2 in regulation of siderophores. In agreement with transcriptome data, mass spectrometric analyses revealed a broad alteration in metabolite patterns in ∆*ypr2*. Additionally, YPR2 positively influenced alamethicin levels along with transcript levels of the alamethicin synthase *tex1* and is essential for production of orsellinic acid in darkness.

**Conclusions:**

YPR2 is an important regulator balancing secondary metabolism with carbon metabolism in darkness and depending on the carbon source. The function of YPR2 reaches beyond the SOR cluster in which *ypr2* is located and happens downstream of carbon catabolite repression mediated by CRE1.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5574-8) contains supplementary material, which is available to authorized users.

## Background

In their natural environment, fungi can only succeed by efficient distribution of resources between the tasks of substrate degradation and growth, reproduction and fending off competitors, often by chemical warfare [1, 2]. Accordingly, they balance primary and secondary metabolism depending on the situation in their natural habitat. Regulation of secondary metabolism occurs in response to diverse environmental signals including nutrient abundance and quality as well as light [3]. Recent studies indicate that fungi control the switch between primary and secondary metabolism [4] and that enzyme production, carbon catabolite repression and secondary metabolite production are interlinked processes [4, 5]. Moreover, there are indications that this switching does also involve an adjustment to light and darkness as well as nutritional conditions [5, 6].

*Trichoderma reesei* is a filamentous ascomycete which is frequently applied in industry for homologous and heterologous protein production, most importantly cellulases [7]. Therefore, this fungus has also become a model for enzymology and regulation of plant cell wall degradation [8, 9]. Degradation of compounds constituting plant biomass, especially cellulose, is regulated by several transcription factors [10] and in response to the nutrient source available [11]. The most important inducing carbon sources are cellulose and lactose, while glucose represses cellulase gene expression by CRE1 mediated carbon catabolite repression [12]. Comparison of gene regulation on inducing versus repressing carbon sources yielded a gene set specific for inducing conditions in *T. reesei* [13]. Besides nutrient components, in recent years also light emerged as a crucial environmental cue influencing modulation of cellulase gene expression and enzyme production in general in *T. reesei* [14, 15]. Light considerably impacts the physiology of fungi [16, 17] and also of *T. reesei* in several ways. Conidiation is enhanced in light in *T. reesei* and for sexual development light-dark cycles are the preferred condition [18]. Moreover, growth on plates and in liquid culture is altered in light compared to darkness [15, 19, 20]. The photoreceptors BLR1, BLR2 and ENV1 play important roles in cellulase regulation [18, 19]. Genome wide analysis in *T. reesei* and *N. crassa* showed that regulation of CAZyme (carbohydrate active enzymes) gene expression by photoreceptors is a conserved function [21, 22]. Based on the findings of the relevance of light, also transcriptome analysis of the function of CRE1 upon growth on cellulose was performed under controlled light conditions. The respective analysis showed that CRE1 regulates the SOR cluster (Fig. 1a) positively in darkness and negatively in light [5]. Besides the biosynthetic genes, the SOR cluster also comprises the transcription factor YPR2. The sorbicillin derivatives dihydrotrichotetronin and trichodimerol are the major components biosynthesized with involvement of the SOR cluster [5].

**Fig. 1:**
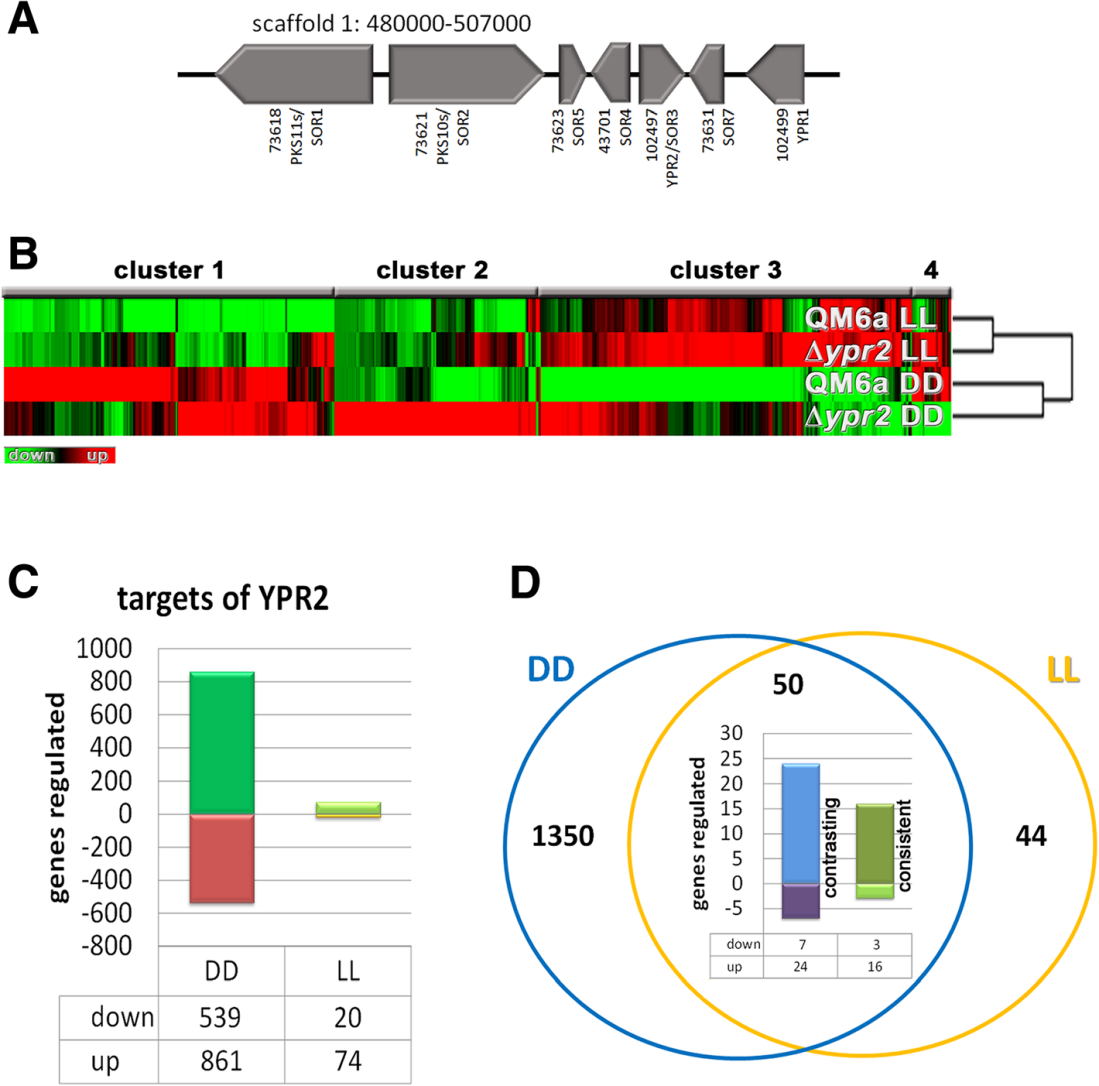
Gene regulation by YPR2 in *T. reesei*. **a** Schematic representation of the SOR cluster. Genomic locations are taken from the JGI Trichoderma reesei database v2.0 (https://genome.jgi.doe.gov/Trire2/Trire2.home.html). **b** Hierarchical clustering of gene regulation patterns in ∆*ypr2* compared to wildtype in constant light (LL) and constant darkness (DD) upon growth on cellulose. **c** Numbers of genes regulated in ∆*ypr2* in constant light or constant darkness on cellulose (≥2fold, *p*-value threshold 0.01). **d** Genes directly or indirectly regulated by YPR2 in constant light overlapping with gene regulation by YPR2 in constant darkness. The diagram shows the proportion of consistent regulation (upregulation in ∆*ypr2* in light and darkness, downregulation in light and darkness) or contrasting regulation (upregulation in light and downregulation in darkness (“up”) or downregulation in light and upregulation in darkness (“down”))

The group of sorbicillinoids contains various yellow pigments and different compounds are produced by filamentous fungi such as *Trichoderma*, *Aspergillus*, *Verticillium* and *Penicillium* [23–26]. They show pharmaceutically valuable activities as they have been found to act as antivirals, anti-inflammatories and antimicrobials with potential applications for treatment of HIV and even cancer (for an overview see [26] and references therein). Interestingly, the cluster responsible for production of sorbicillin derivatives, as identified in *Penicillium chrysogenum* [26] is conserved in *T. reesei*, but not in other closely related fungi [5, 24]. The hypothesis that *Trichoderma* spp. may have acquired gene clusters due to their evolutionary origin as mycoparasites [27, 28] suggests that horizontal gene transfer (HGT) is likely responsible for this unequal distribution within Sordariomycetes.

In *T. reesei* the production of metabolites is particularly critical due to its status as a GRAS organism [29] and its application as producer of homologous and heterologous proteins [30]. Consequently, the presence of potentially harmful metabolites increases costs of strain development and downstream processing in industrial fermentations. Our recent research revealed that besides paracelsins, *T. reesei* also produces the potentially pharmaceutically relevant sorbicillin derivatives dihydrotrichotetronine and trichodimerol upon growth on cellulose. This production is strongly modulated by light [5]. Within the SOR cluster, the two polyketide synthases SOR1 and SOR2 are required for the biosynthesis of these compounds, with a closely located monooxygenase and a transporter being involved in regulation of sorbcillin levels as well [5]. The transcription factor YPR1 is required for production of the yellow pigments, which were reported as sorbicillins [24], formed by *T. reesei* as well as most genes of the corresponding cluster upon growth on glucose. In contrast, YPR2 negatively influences the genes of the cluster including *ypr1* on glucose [24]. However, upon growth on cellulose, YPR2 has a positive effect on transcript levels of all cluster genes [5]. Consequently, YPR1 and YPR2 likely have carbon source dependent functions, balancing carbon and secondary metabolism. *ypr2* is down-regulated in response to light on cellulose and subject to regulation by photoreceptors [22, 31]. Additionally, *ypr2* is negatively regulated by CRE1 in light, but positively in darkness [5] and shows enhance transcript levels under conditions favouring sexual development compared to growth on cellulose [32]. Interestingly, the three biosynthetic genes within the SOR cluster show a light dependent positive feedback loop which may involve intracellular sensing of biosynthetic building blocks of sorbicillins [5]. Since this study indicated an influence not only on production of trichodimerol and dihydrotrichotetronine, but also on other secondary metabolites, we were interested how broad the regulatory effect of YPR2 is.

In this study we investigated the transcriptome as altered by YPR2 compared to wildtype upon growth on cellulose in light and darkness. We found that YPR2 exerts its function predominantly in darkness and targets both carbon and secondary metabolism. Additionally genes directly or indirectly regulated by YPR2 overlap in part with those regulated by the carbon catabolite repressor CRE1. Under the tested in vitro conditions, YPR2 influences production of secondary metabolites broadly, positively regulates alamethicin levels and is essential for production of orsellinic acid.

## Results and discussion

### YPR2 has its major function in darkness

In order to evaluate the genome wide regulatory function of YPR2 we cultivated ∆*ypr2* and wildtype on minimal medium with cellulose as carbon source under controlled light conditions for comparative transcriptome analysis. 

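The transcript of *ypr2*, the transcription factor gene deleted from the mutant, had 566 and 548 expected counts in the 2 wildtype libraries from light and 3040 and 2636 in the 2 from darkness. In ∆*ypr2* it had 0 and 0 counts in light and 10 and 6 in darkness. In darkness this was 159 ± 8.8 CPM (counts per Mio) in the wildtype and 0.403 ± 0.2 in ∆*ypr2* (mean ± SD, n = 2 cultures), a log2 fold change of -8.65 ± 0.31 (± standard error; edgeR, adjusted p = 1e-08). In light ∆*ypr2* was at least 416-fold below the wildtype level of 31.3 ± 0.47 CPM. In the wildtype *ypr2* itself was downregulated in light (log2 fold change -2.34 ± 0.08, adjusted p = 3.9e-08).
The assay was RNA-seq with single reads in a design of 2 strains by 2 light conditions: wildtype QM6a and ∆*ypr2*, each grown in constant light (1600 lx) or constant darkness for 72 h at 28 °C on 1% cellulose, with n = 2 cultures per group. The deposited values summed to 17.7 and 16.9 Mio (wildtype, light), 17.4 and 21 Mio (∆*ypr2*, light), 19.2 and 18.4 Mio (wildtype, darkness) and 18.9 and 22.9 Mio (∆*ypr2*, darkness), where the paper states 50 to 60 Mio reads for a sample. The authors aligned the reads with Bowtie2, estimated gene values with RSEM and tested them with edgeR. The deposited values are RSEM expected counts, so the work described here started from these counts with the quasi-likelihood test of edgeR, on 8469 of 9143 genes, and called a gene at a change of at least 2-fold with an adjusted p below 0.01. Transcript levels of the 2 cultures of a group correlated with r between 0.9932 (∆*ypr2* in darkness) and 0.9965 (wildtype in light) on the log2 scale. A single count was worth 0.0438 to 0.0579 CPM, and the floors and intervals given for genes near 0 counts cover counting error alone.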

Transcript levels in the mutant strain were compared to wildtype for light and darkness separately in order to assess distinct regulation patterns by YPR2 under both conditions (>2fold regulation, *p*-value threshold 0.01). 

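The aquaporin gene TR_82321, a member of a family of membrane channels for water and small solutes, was upregulated in ∆*ypr2* in darkness from 1.74 ± 0.32 to 84.7 ± 16 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 5.6 ± 0.23, edgeR, adjusted p = 3e-08). TR_61227, which encodes a protein with a CobW domain, as found in cobalamin synthesis proteins, was downregulated there from 765 ± 250 to 17.2 ± 3.5 CPM (log2 fold change -5.46 ± 0.22, adjusted p = 1.5e-07). In light the log2 fold changes of these 2 genes were 1.14 ± 0.68 (adjusted p = 0.42) and 0.1 ± 0.33 (adjusted p = 0.92), and the difference between light and darkness was called for both. Over all genes tested, deletion of *ypr2* changed 1332 genes in darkness and 44 in light, a ratio of 30.3. Of the 1332 genes, 1307 were called in darkness alone, and of all genes called in either condition 1007 also had a called difference between the effect of the deletion in light and in darkness. The count for light rests on few cultures: it was 20 without wildtype light replicate 1, 11 without wildtype light replicate 2 and 14 without ∆*ypr2* light replicate 2. It was 69 with only the 4 libraries compared, 75 at an adjusted p under 0.05, 100 at an unadjusted p under 0.01 and 96 with the exact test. The ratio thereby lay between 13.7 (unadjusted p under 0.01) and 118 (without wildtype light replicate 2). The difference of TR_82321 was lost without either wildtype light culture.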

We found that the main regulatory function of YPR2 happens in darkness (Fig. 1b, c). This finding is in accordance with earlier results on global regulation of secreted metabolites by high performance thin layer chromatography (HPTLC), showing a clear alteration in ∆*ypr2* in darkness [5].

In darkness, we found 539 genes to be downregulated and 861 genes to be up-regulated in ∆*ypr2* upon growth on cellulose, while in light only 20 genes were downregulated and 74 genes upregulated (Fig. 1c, Additional file 1). 

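Among the genes with the strongest upregulation in ∆*ypr2* in darkness was TR_76601, which encodes a sulfite oxidase, an enzyme of sulfur oxidation, with 6.82 ± 0.51 CPM in the wildtype and 234 ± 50 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures per group; log2 fold change 5.1 ± 0.2, edgeR, adjusted p = 5.1e-08). TR_60810, a gene for a membrane protein of the GPR1/FUN34/yaaH family, to which acetate transporters belong, rose from 5.49 ± 1.2 to 183 ± 45 CPM (5.06 ± 0.24, adjusted p = 1.2e-07). The zinc cluster transcription factor gene TR_106259, related to a regulator of cutinase genes, rose from 0.929 ± 0.16 to 43.4 ± 4.8 CPM (5.54 ± 0.3, adjusted p = 8.9e-08). On the other side, TR_67597, a gene without a name in the files, fell from 253 ± 75 to 3.01 ± 0.95 CPM (-6.36 ± 0.3, adjusted p = 8e-08).
The genes listed here as conidiation markers, that is of asexual spore formation, moved in the same libraries. A role in conidiation was not checked for each of them. Of 7 markers 6 were upregulated and 1 was downregulated in ∆*ypr2* in darkness (median log2 fold change 3.13), none was called in light by edgeR (3 at an unadjusted p below 0.05, 0 by limma, DESeq2 or the exact test), and 6 were called for the difference between both conditions. *ccg-1*, a glucose repressible gene of unknown function that is abundant during conidiation, rose from 60.1 ± 7.5 to 1000 ± 18 CPM (4.06 ± 0.08, adjusted p = 1e-08). Of 7 heat shock proteins 6 were upregulated as well (median 2.08). Adjusted over the list alone the counts were 6 and 1 for the conidiation markers and 6 upregulated and 1 downregulated for the heat shock proteins. Every member of both lists is a gene that the study called in darkness on these samples. Neither the number called nor the direction is therefore independent evidence.
In darkness 820 genes were upregulated and 512 downregulated, and in light 32 and 12. Under quantile normalization the counts in darkness were 685 and 665, and without ∆*ypr2* light replicate 2 those in light were 11 and 3.

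**Figure D1:**
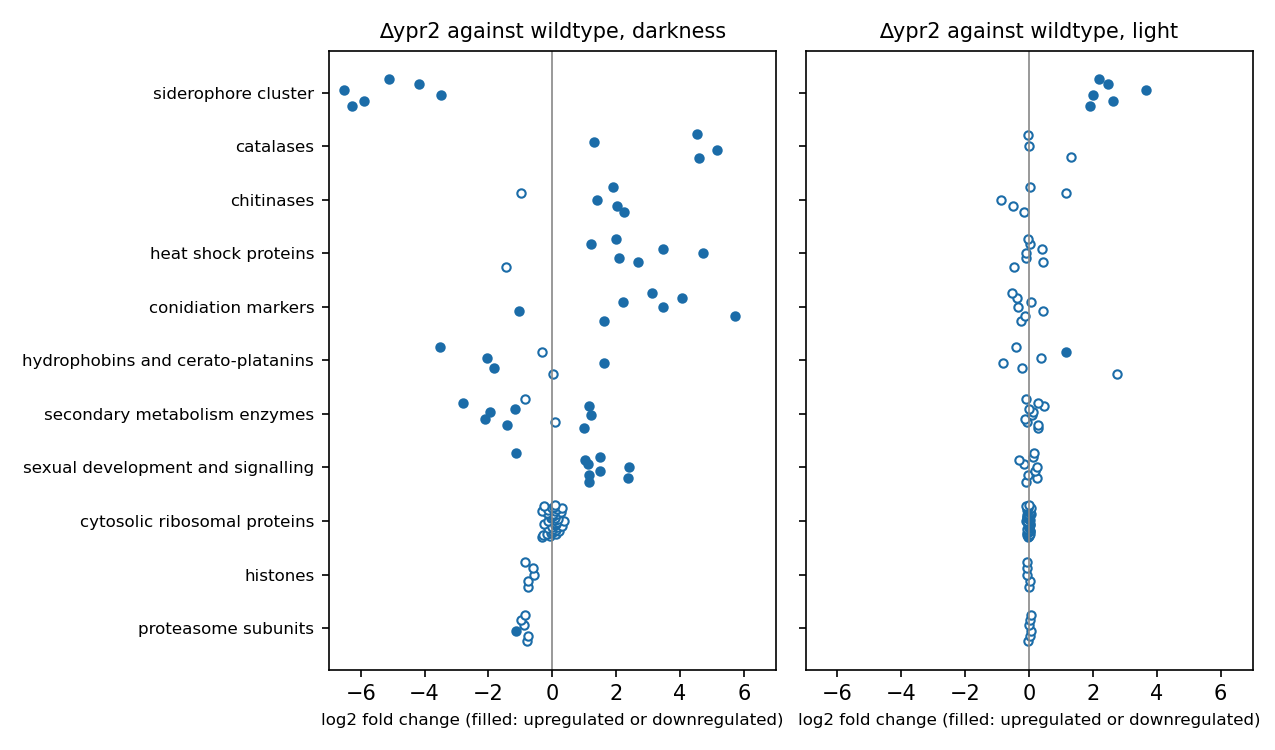
Log2 fold change of ∆*ypr2* against the wildtype for each member of 11 gene lists in darkness (left) and in light (right), filled where called. The catalase gene *cat-3* is left out in light because the wildtype is at 0 counts there, and the median of the conidiation markers in darkness is 3.13.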

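TR_50616, which encodes a coenzyme A transferase of ketone body use, was among the genes called in both light conditions. It had 5.55 ± 0.067 CPM in the wildtype and 61.2 ± 14 in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 3.46 ± 0.25, edgeR, adjusted p = 1.8e-06) and 533 ± 17 and 232 ± 58 CPM in light (-1.2 ± 0.17, adjusted p = 0.0046). The alcohol oxidase gene *aox1*, which encodes an enzyme that oxidizes short alcohols, and the gene for the cell wall protein QID74 were upregulated in both, and *ypr2* itself was called downregulated in both. In all, 25 genes were called in light and in darkness, where 6.9 would be expected of independent lists. Of these 3 were upregulated and 3 downregulated in both, 14 were upregulated in light and downregulated in darkness, and 5 were downregulated in light and upregulated in darkness. The 3 downregulated in both were *ypr2* itself, TR_106171, at the 2-fold limit in light (-1.001), and TR_58509. The low level of TR_58509 is not assigned to the deletion of *ypr2*, since a difference of its locus between the strains was not tested. The overlap was 10 without wildtype light replicate 1, 6 without wildtype light replicate 2 and 9 without ∆*ypr2* light replicate 2. The call of TR_50616 in light was lost in 5 of the 8 fits that leave out 1 culture.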

Fifty genes were regulated by YPR2 in light and darkness (Fig. 1d).

Previously, we evaluated which gene set would be regulated under conditions causing cellulase induction (growth on cellulose, lactose and sophorose) compared to conditions repressing cellulase expression (glucose, glycerol), which revealed 1324 genes, we called “induction specific” [13]. We checked for a possible overlap of this gene set with that influenced by YPR2. In darkness 141 of the genes regulated by YPR2 were previously found to show induction specific regulation [13]. Although the photoreceptor proteins BLR1, BLR2 and ENV1 exert their main function in light, they influence gene regulation in darkness as well [18, 22, 33]. Interestingly, 977 genes (70%) targeted by YPR2 in darkness are subject to regulation by one or more photoreceptors [22] (Additional file 1) indicating that many of the genes influenced by YPR2 are relevant for light response as well. 

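*sor4*, the multidrug transporter gene of the SOR cluster, had 1120 ± 140 CPM in the wildtype and 70.5 ± 23 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -3.99 ± 0.18, edgeR, adjusted p = 2.6e-07). *sor2*, which encodes a polyketide synthase of sorbicillinoid formation, fell from 19.8 ± 6.9 to 6.99 ± 0.033 CPM (-1.51 ± 0.22, adjusted p = 0.00024), and *sor5*, an oxidoreductase gene of the cluster, from 8.46 ± 3.7 to 0.565 ± 0.74 CPM (-4.02 ± 0.83, adjusted p = 0.0016). *sor1*, the gene of the other polyketide synthase, had 46 ± 7.3 and 27.5 ± 2.1 CPM (-0.74 ± 0.11, adjusted p = 0.00036), below the 2-fold limit. *sor7*, a further oxidoreductase gene, had 26.2 and 20.7 CPM in the wildtype and 53.2 and 12.4 CPM in ∆*ypr2* (0.46 ± 0.49, adjusted p = 0.43). In light edgeR's quasi-likelihood test called *sor4* alone, while a fit of only the 4 light libraries and the exact test called 2 genes of the cluster.
All 6 genes of the cluster beside *ypr2* were downregulated by light in the wildtype, *sor5* at least 101-fold. For the cluster as a group in darkness, camera gave an adjusted p of 0.053 with the preset correlation and an adjusted p = 0.54 with an estimated correlation. In light camera gave an upward direction (7.8e-06 and 0.31). The list median there was 0.02, and *sor5* and *ypr1* had 0 counts in both strains, so this does not show a rise of the whole cluster. For light in the wildtype the direction was down (0.013 and 0.55). The call of *sor5* was lost without wildtype dark replicate 1 and with DESeq2, and its value was between -7.4 and -2.95 with single cultures left out. For *sor7* this range was -0.92 to 1.19, and the gene was called upregulated without ∆*ypr2* dark replicate 2.

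**Figure D2:**
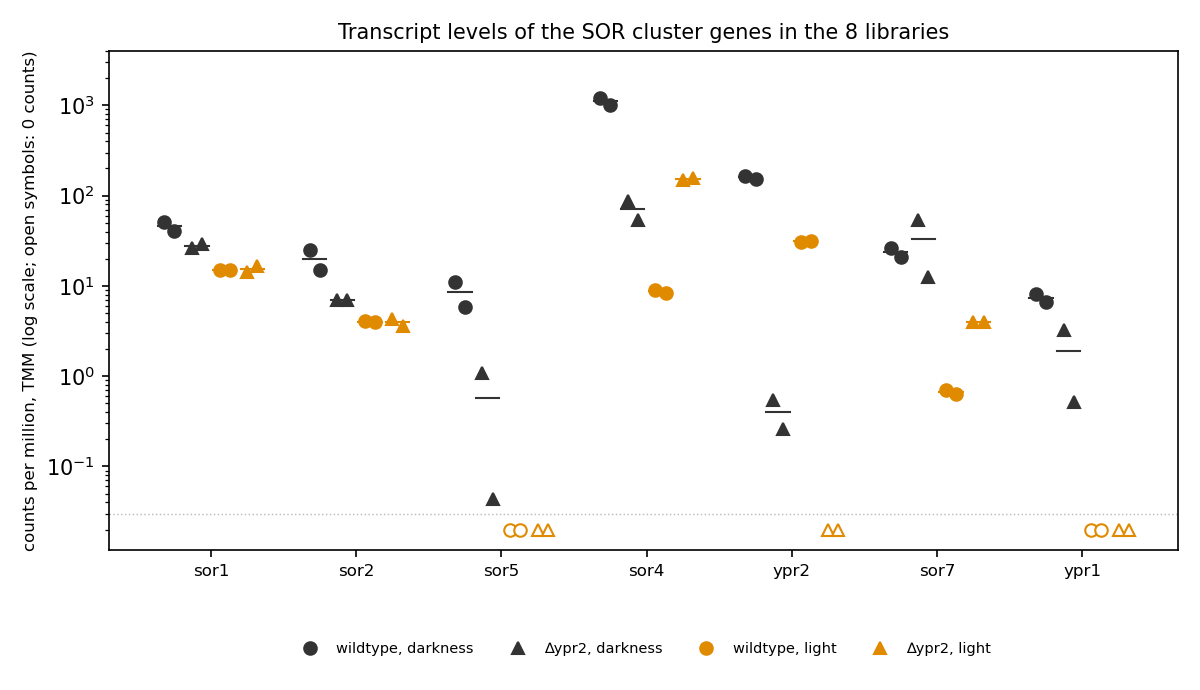
Transcript levels of the SOR cluster genes in CPM on a log scale, wildtype as circles and ∆*ypr2* as triangles, darkness in dark grey and light in orange, with bars for group means and open symbols below the dotted line for 0 counts. *sor4* has 1120 CPM in the wildtype and 70.5 CPM in ∆*ypr2* in darkness.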

Transcript patterns of SOR cluster genes in this transcriptome dataset on YPR2 are in accordance with detailed RT-qPCR data shown previously [5], hence validating the presented results. Additionally, deletion of *ypr2* causes decreased transcript levels of *ypr1* (TR_104299), a strong regulator of the SOR cluster [24]. 

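*ypr1* (TR_102499, its ID in Fig. 1a), the gene of the neighbouring transcription factor that activates the SOR cluster, had 7.4 ± 1.1 CPM in the wildtype and 1.89 ± 1.9 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group). Its log2 fold change was -2.04 ± 0.58 with an adjusted p of 0.015 in the edgeR fit, past the 2-fold limit and above the p limit. Both strains had 0 counts of *ypr1* in light, at least 88.2-fold below the wildtype level in darkness. On scaffold 1 of assembly v2.0 *ypr1* (510413 to 512828) and *ypr2* (504139 to 506466) lie on either side of *sor7* (506653 to 508536). The value for *ypr1* depended on single cultures of ∆*ypr2*, with log2 fold changes between -3.8 and -1.17, and it was called without ∆*ypr2* dark replicate 1 and without ∆*ypr2* dark replicate 2. It was also called at an unadjusted p under 0.01, at an adjusted p under 0.05, with quantile normalization and with the replicate number as a block.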

We then tested for non-random distribution of genes regulated by YPR2 in light and darkness and considered three or more neighbouring, coregulated genes as a cluster. Thereby, we detected 40 clusters upregulated in ∆*ypr2* in darkness and 30 clusters downregulated. 

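QID74, a cell wall protein gene, lay in a run of neighbouring upregulated genes that also held a phospholipase C gene, an orphan gene and a gene of the MFS transporter family (TR_2068, log2 fold change 4.83). Another run joined the catalase gene *cat-3*, whose product degrades hydrogen peroxide, with the sulfite oxidase gene TR_76601 and an orphan gene. A run of downregulated genes joined *sor2*, *sor5*, *sor4* and *ypr2*, and another the polyketide synthase gene *pks5g* with a glycosyltransferase gene (TR_105924) and TR_59368 (-2.28). The NRPS gene TR_60751, related to ferrichrome synthases, lay beside TR_73344, TR_60638 (-4.43) and TR_38749 (-3.06) in a further one.
Along the 9115 genes placed on the assembly, 40 runs of at least 3 neighbouring genes upregulated in ∆*ypr2* in darkness held 138 genes (n = 2 cultures per group), and 19 runs of downregulated genes held 66 of the 510 placed. Random placement of the same number of genes gave a median of 6 runs and at most 18 for the upregulated genes, and a median of 1 and at most 8 for the downregulated ones (10000 permutations, permutation p = 1e-04 for both, the smallest possible). With quantile normalization there were 24 runs of upregulated genes, and 25 without wildtype dark replicate 2.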

In many cases these clusters included CAZyme encoding genes and secondary metabolism associated genes (Additional file 1). 

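In light 6 neighbouring genes were upregulated in ∆*ypr2* as 1 run, the homologues of the siderophore genes *sidD*, *sidJ*, *sitT*, *sidF*, *sidH* and *mirB*, which in *Aspergillus* serve the synthesis, hydrolysis and transport of iron chelators. These 6 genes were among the 32 upregulated in light (n = 2 cultures per group, edgeR), and the 12 downregulated genes formed no run of at least 3 neighbours. Random placement gave at most 1 such run (10000 permutations, permutation p = 6e-04). The run was lost without wildtype light replicate 1, without wildtype light replicate 2 and without ∆*ypr2* light replicate 2.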

Only one such cluster was found in light.

### YPR2 impacts regulation of carbon and secondary metabolism

Functional category analysis was performed to evaluate statistically significant enrichment (*p*-value < 0.05) of gene functions in the respective groups (Fig. 2a and b, Additional file 2 and Additional file 3: Figure S1). Interestingly, although numerous genes associated with metabolic functions were downregulated in darkness in ∆*ypr2*, significant enrichment was only observed for genes involved in secondary metabolism (*p*-value 5.87E-09). Specifically, enrichment occurred with metabolism of polyketides and non ribosomal peptide synthesis. Additionally, functions in siderophore-iron transport along with other transport function and correspondingly, homeostasis of metal ions as well as serine/threonine protein kinase functions were enriched.

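*pks5g*, one of the polyketide synthase genes of *T. reesei*, had 210 ± 3.3 CPM in the wildtype and 54.5 ± 6.3 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -1.94 ± 0.09, edgeR, adjusted p = 2.5e-07). In light it had 65 ± 5 and 70.6 ± 7.8 CPM (0.12 ± 0.1, adjusted p = 0.58), and the difference between both effects was called (2.06 ± 0.13, adjusted p = 3.5e-06). Of the genes that the study called downregulated and placed in metabolism of polyketides, *sor2* among them, 4 of 4 were downregulated in darkness here (median log2 fold change -2.04). Of those it placed in non ribosomal peptide synthesis 4 of 4 were downregulated (median -2.59), among them the alamethicin synthase gene *tex1*, the siderophore synthase homologue *sidD* and TR_60751. In light none of the polyketide genes was called by edgeR (0 at an unadjusted p below 0.05, 0 by limma, DESeq2 or the exact test), and 1 of the peptide synthesis genes, *sidD*, was upregulated. The counts were also 4 and 4 when adjusted over the list alone. Both lists hold only genes that the study called on these samples, not all genes of a category, and the enrichment test itself was not repeated.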

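TR_78465, which encodes a siderophore transporter, had 247 ± 11 CPM in the wildtype and 86 ± 0.95 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -1.52 ± 0.06, edgeR, adjusted p = 1.2e-07). In light it had 65 ± 4.2 and 88.3 ± 5.2 CPM (0.44 ± 0.07, adjusted p = 0.0059), below the 2-fold limit. All 6 genes that the study called downregulated and placed in siderophore-iron transport were downregulated in darkness here (median -1.62). Among them were *mirB*, the homologue of a siderophore importer, and the high affinity iron permease gene *ftr1b*. In light 2 of the 6 were upregulated, and the effect of the deletion differed between light and darkness for 5 of them. Adjusted over the list alone the counts were 6 and 2, and the list was chosen by the study on these samples. Homeostasis of other metal ions and protein kinase functions were not analysed here.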

**Fig. 2:**
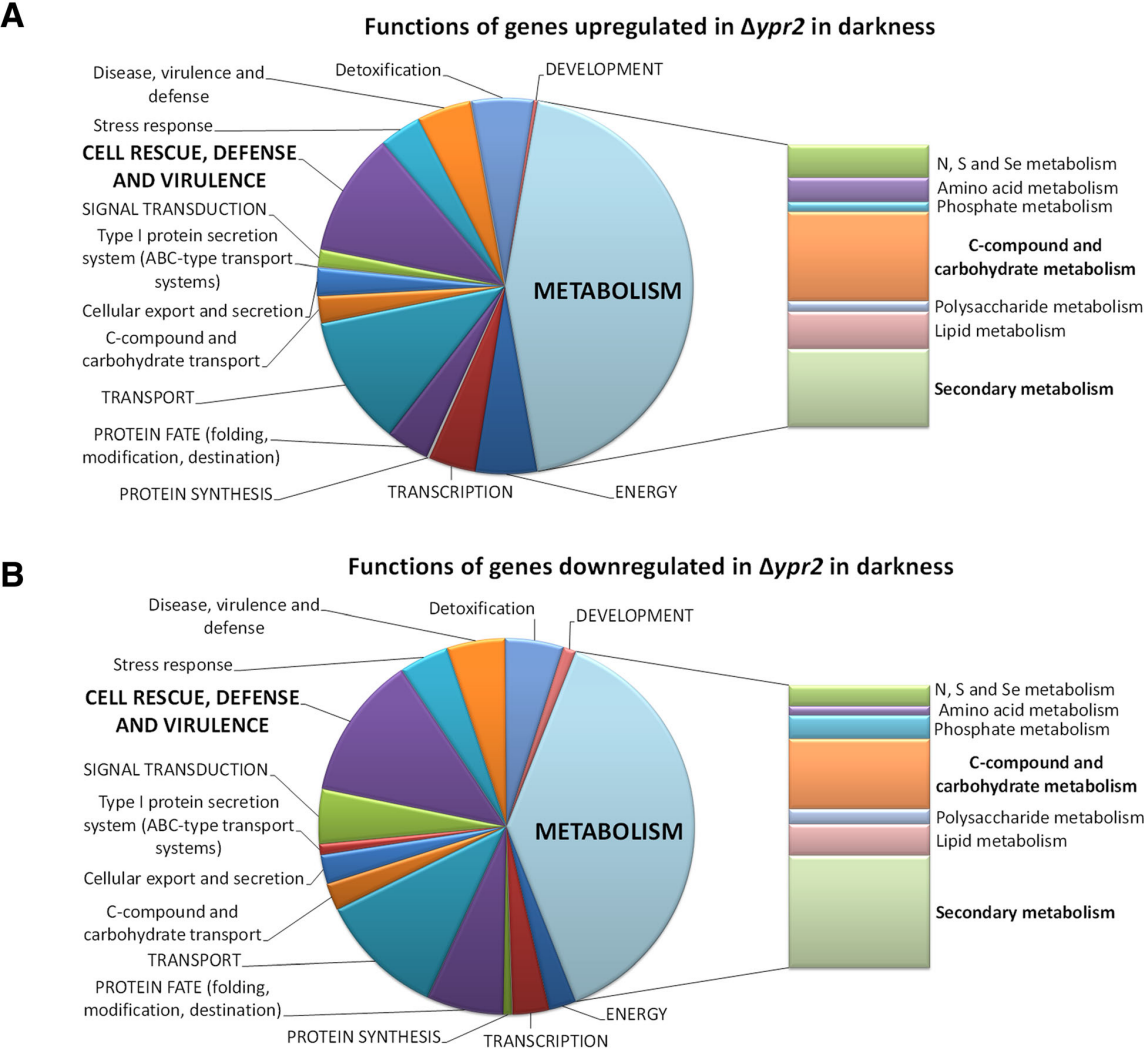
Schematic representation of functional category analysis. **a** Funcat analysis of genes up- regulated in ∆*ypr2* in darkness. **b** Funcat analysis of genes downregulated in ∆*ypr2* in darkness. For funcat overview in light see Additional file 3: Figure S1

Genes up-regulated in darkness in ∆*ypr2* showed significant enrichment in metabolic functions (*p*-value 1.29E-05), particularly in amino acid metabolism as well as regulation of nitrogen, sulphur and selenium metabolism. Moreover, genes involved in C-2, C-4 and organic acid metabolism were enriched as well as those functioning in aliphatic hydrocarbon catabolism. 

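*pdc1*, which encodes a pyruvate decarboxylase, the enzyme that forms acetaldehyde from pyruvate, had 380 ± 130 CPM in the wildtype and 1960 ± 980 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 2.37 ± 0.35, edgeR, adjusted p = 0.00036). In light it had 343 ± 72 and 406 ± 110 CPM (0.25 ± 0.35, adjusted p = 0.79). The effect of the deletion on *pdc1* differed between light and darkness (-2.12 ± 0.49, adjusted p = 0.0061), a call that was lost in 5 of 8 fits without 1 culture. All 10 genes that the study called upregulated and placed in C-2 compound and organic acid metabolism were upregulated in darkness here (median 2.13). None of them was called in light by edgeR, with 2 at an unadjusted p below 0.05 and none called by limma, DESeq2 or the exact test. The count adjusted over the list alone was also 10, and the genes were chosen by the study on these samples.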

Enrichment of the upregulated gene set in secondary metabolism, particularly metabolism of polyketides, alkaloides and secondary products derived from L-tryptophan, L-phenylalanine and L-tyrosine indicates that lack of YPR2 in the genome causes a shift in secondary metabolite production in darkness that may involve amino acid derived compounds. Moreover, this analysis reflects a broad impact of YPR2 on carbon and secondary metabolism (Fig. 2a and b).

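*tex11*, which encodes a hybrid of a polyketide synthase and a peptide synthetase, had 1.32 ± 0.18 CPM in the wildtype and 3.02 ± 0.5 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.2 ± 0.23, edgeR, adjusted p = 0.0012). The study placed *tex11* in metabolism of polyketides. Of the genes that the study called upregulated and placed there, 6 of 6 were upregulated in darkness here (median 1.32). Of those it placed in metabolism of alkaloids 4 of 4 were upregulated (median 3.35), and of those in biosynthesis of phenylalanine 7 of 7 (median 1.57). No gene of these 3 sets was called in light by edgeR, limma, DESeq2 or the exact test, with 2, 1 and 2 at an unadjusted p below 0.05. All 15 genes that the study called upregulated and placed in secondary metabolism were upregulated in darkness here (median 1.59). Adjusted over the list alone the counts were 6, 4, 7 and 15, all lists being the study's own choice on these samples. The call of *tex11* was lost without wildtype dark replicate 1 and with quantile normalization.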

Enrichment of glycolysis and gluconeogenesis related genes among those upregulated in darkness indicates increased investment of resources upon lack of YPR2, which might be fueled by enrichment of genes with functions in C-compound and carbohydrate transport. 

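TR_3447, which encodes an NADP-dependent alcohol dehydrogenase, had 0.702 ± 0.071 CPM in the wildtype and 29.7 ± 5.8 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 5.39 ± 0.35, edgeR, adjusted p = 2e-07). TR_59322, a zinc-binding oxidoreductase gene, had the same wildtype level and 25.9 ± 4.4 CPM in ∆*ypr2* (5.2 ± 0.33, adjusted p = 1.9e-07). Both are among the genes that the study called upregulated and placed in glycolysis and gluconeogenesis, of which 18 of 18 were upregulated in darkness here (median 2.02). None of them was called in light by edgeR, limma, DESeq2 or the exact test, with 2 at an unadjusted p below 0.05. Adjusted over the list alone the count was 18, and the list holds only genes that the study called on these samples.
Among 6 genes listed for glycolysis and gluconeogenesis by the gene symbols of the reference, 1 was upregulated in darkness. This was the glycerol dehydrogenase gene *gld1* (1.56 ± 0.08, adjusted p = 3e-07), whose product acts on glycerol and not in the central pathway. The glyceraldehyde-3-phosphate dehydrogenase gene *gpd1* and the enolase gene *eno1*, both of the central pathway, were not called, nor were *hxk1*, *pgk1* and *pyc1*. For the 6 genes as a group, *gld1* included, camera gave an adjusted p of 0.082 with the preset correlation and an adjusted p = 0.3 with an estimated correlation.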

Interestingly, also genes involved in stress response show significant enrichment in upregulated genes in darkness, including catalase functions and particularly strong enrichment in detoxification functions.

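The small heat shock protein gene TR_46285 (Hsp26/Hsp42), of a family of chaperones that bind unfolded proteins, had 22.1 ± 13 CPM in the wildtype and 576 ± 190 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 4.71 ± 0.42, edgeR, adjusted p = 1.8e-05). TR_62100 (Hsp30), known from fungal membranes under stress, rose from 97.7 ± 36 to 1090 ± 170 CPM (3.48 ± 0.27, adjusted p = 7.5e-06), and the gene of the disaggregase HSP104 from 560 ± 75 to 2260 ± 72 CPM (2.01 ± 0.12, adjusted p = 1e-06). In light these 3 genes had log2 fold changes of -0.08 ± 0.39, 0.41 ± 0.26 and -0.04 ± 0.12 without a call, and the effect of the deletion differed between light and darkness for each of them. Of the genes that the study called upregulated and placed in oxidative stress response, all 16 tested were upregulated in darkness here (median 2.87). The same held for 15 of 15 that it placed in detoxification by modification (median 1.76) and 4 of 4 in the methylglyoxal bypass (median 3.26). Adjusted over the list alone the counts were 16, 15 and 4, and all of these genes were chosen by the study on these samples. In the same cultures the conidiation gene *con-10* rose from 0.362 ± 0.1 to 4.15 ± 0.36 CPM (3.48 ± 0.46, adjusted p = 2.8e-05).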

The numbers of genes regulated by YPR2 in light are considerable smaller than in darkness. 

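TR_60889, which encodes a permease of the major facilitator superfamily, a family of small molecule transporters, had 24.4 ± 0.9 CPM in the wildtype and 9.49 ± 1.9 CPM in ∆*ypr2* in light (mean ± SD, n = 2 cultures per group; log2 fold change -1.37 ± 0.17, edgeR, adjusted p = 0.0024). In darkness both strains had less than 1 CPM of it (-0.55 ± 0.78, adjusted p = 0.54). Of the 5 genes that the study placed in secondary metabolism among those downregulated in light, 4 were called here (median -1.37), and all 5 were upregulated by light in the wildtype (median 6.56). For C-compound and carbohydrate transport the count was 2 of 2 (median -1.2). Adjusted over the list alone 5 and 2 genes were downregulated, on lists chosen by the study on these samples. The call of TR_60889 was lost without wildtype light replicate 1, wildtype light replicate 2 or ∆*ypr2* light replicate 2, and with both limma fits.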

Among genes down regulated in light in ∆*ypr2,* genes involved in secondary metabolism are enriched as well along with different functions in transport. Upregulated genes in light are enriched in C-compound and carbohydrate metabolism, polysaccharide metabolism as well as transport facilities. 

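*aox1*, which encodes an alcohol oxidase of the GMC family, rose in ∆*ypr2* in light from 93 ± 15 to 378 ± 41 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 2.02 ± 0.14, edgeR, adjusted p = 0.00016). TR_60810, of the GPR1/FUN34/yaaH family, had 5.14 ± 0.076 and 11.7 ± 2.3 CPM (1.2 ± 0.27, adjusted p = 0.032), and the chitinase gene *chi18-18* had 1.4 ± 0.053 and 3.16 ± 0.05 CPM (1.17 ± 0.76, adjusted p = 0.46), both without a call. Of 20 genes that the study placed in C-compound and carbohydrate metabolism among those upregulated in light, 6 were upregulated here (median 2.22). Of the 6 in polysaccharide metabolism, among them the cellobiohydrolase gene *cbh2* and the accessory protein gene *cip1*, 0 were called by edgeR (median 5.6), with 3 at an unadjusted p below 0.05, 6 called by the exact test and 0 by limma or DESeq2. Counts adjusted over the list alone were 10 and 0. These lists were chosen by the study on these samples, and transport functions among the upregulated genes were not analysed here.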

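*sor4*, the transporter gene of the SOR cluster, was upregulated in ∆*ypr2* in light from 8.67 ± 0.35 to 153 ± 6.8 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 4.14 ± 0.22, edgeR, adjusted p = 3.3e-05). *sor7*, an oxidoreductase gene of the same cluster, had a log2 fold change of 2.55 ± 1.32 (adjusted p = 0.29). It was called in a fit of only the 4 light libraries and by the exact test. It was also called without ∆*ypr2* dark replicate 1 and without ∆*ypr2* dark replicate 2, which changes the estimate of the spread. Of 14 genes that the study placed in secondary metabolism among those upregulated in light, 9 were called (median 2.01), and in darkness 6 of the same 14 were downregulated and 3 upregulated. For 7 of the 14 the effect of the deletion was higher in light than in darkness and for 2 it was lower. When adjusted over the list alone, 12 were upregulated in light, a list chosen by the study on these samples.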

Again, as seen in darkness, the enrichment in functions in secondary metabolism in up- and down regulated genes also in light indicates that the functional shift as observed in darkness, occurs.

### Genes regulated by YPR2 in darkness

A total of 61 CAZyme encoding genes are upregulated in ∆*ypr2*, including 15 carbohydrate esterase genes, 38 glycoside hydrolase genes of diverse families and six glycosyl transferase genes (Additional file 1). Among these genes are four chitinases including *ech42* and *chit36*, which are involved in mycoparasitism, extracellular chitin degradation and recycling of cell wall components upon autolysis and starvation [34–36]. Moreover, the alpha-galactosidase genes *agl1* and *agl2* as well as *lxr1* encoding a mannitol dehydrogenase [37] are upregulated in ∆*ypr2* in darkness. 

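Of the 61 CAZyme genes that the study lists as upregulated in darkness, 57 were upregulated in ∆*ypr2* in the edgeR test (n = 2 cultures per group; median log2 fold change 1.68), and 60 when adjusted over the list alone. By class these were 14 of 15 carbohydrate esterase genes, whose products remove acyl groups from polysaccharides, 35 of 38 glycoside hydrolase genes and 6 of 6 glycosyl transferase genes (medians 1.67, 1.65 and 2.51), and 15, 37 and 6 when adjusted over the list alone. In light none of the 61 was called by edgeR (16 at an unadjusted p below 0.05, and 2 called by limma, 2 by DESeq2 and 3 by the exact test), and for 41 of them the effect of the deletion differed between both conditions. The endoglucanase gene *cel5b* of glycoside hydrolase family 5 had a log2 fold change of 1.88 ± 0.16 in darkness. The genes were chosen by the study on these samples, so their direction is not independent evidence. In the same cultures *ccg-13*, listed among the conidiation markers, rose from 26.2 ± 5.7 to 121 ± 22 CPM (2.21 ± 0.31, adjusted p = 0.00021).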

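*ech42*, which encodes an endochitinase known from mycoparasitism, had 37.6 ± 0.35 CPM in the wildtype and 140 ± 3.8 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.9 ± 0.06, edgeR, adjusted p = 2.9e-08). *chit36*, another secreted chitinase gene, rose from 5.5 ± 0.49 to 14.7 ± 2.9 CPM (1.41 ± 0.23, adjusted p = 0.00056). *chi18-12* rose from 12.5 ± 0.39 to 50.7 ± 9.9 CPM (2.02 ± 0.14, adjusted p = 1.8e-06) and *chi18-13* from 5.65 ± 0.62 to 26.8 ± 2.2 CPM (2.24 ± 0.13, adjusted p = 6e-07). A further member of the family, *chi18-18*, had 491 ± 16 and 247 ± 130 CPM (-0.99 ± 0.27, adjusted p = 0.0094), below the 2-fold limit. It was called downregulated with quantile normalization, limma, the replicate number as a block and without ∆*ypr2* dark replicate 1 (-1.67), and had -0.52 without ∆*ypr2* dark replicate 2.
Of the 5 chitinase genes tested among those the study names, 4 were upregulated in darkness, with 4 also when adjusted over the list alone. In light edgeR, limma and DESeq2 called 0 of the 5, with 0 at an unadjusted p below 0.05, and the exact test 1. Of 11 family 18 genes tested by their reference symbols these 4 alone were upregulated (median log2 fold change 0.28, and -0.01 under quantile normalization). For that family camera gave an adjusted p of 0.082 with the preset correlation and an adjusted p = 0.3 with an estimated correlation. The call of *chit36* was lost in both limma fits.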

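*agl1*, which encodes a secreted alpha-galactosidase, rose from 7.11 ± 0.31 CPM in the wildtype to 31.7 ± 6.1 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 2.16 ± 0.16, edgeR, adjusted p = 2.9e-06). *agl2*, another alpha-galactosidase gene, rose from 70.4 ± 2.3 to 145 ± 3 CPM (1.04 ± 0.07, adjusted p = 1.8e-06), and *lxr1*, whose product interconverts mannitol and fructose, from 54 ± 8.3 to 420 ± 3 CPM (2.96 ± 0.09, adjusted p = 3e-08). In light their log2 fold changes were -0.21 ± 0.15, 0.28 ± 0.07 and -0.17 ± 0.08, without a call. The effect of the deletion differed between light and darkness for *agl1* (-2.37 ± 0.22, adjusted p = 3e-05) and *lxr1* (-3.14 ± 0.12, adjusted p = 3.5e-07) and was not called as different for *agl2* (-0.76 ± 0.1). Of 7 genes listed for galactose use by reference symbols, the arabinitol dehydrogenase gene *lad1* was upregulated (1.72 ± 0.08, adjusted p = 1.8e-07). So was *lxr1*, which is on that list though its product acts on mannitol and fructose. The other 5 were not called (median of the list -0.21).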

The heterotrimeric G-protein pathway has been shown to function in sexual development [38], regulation of cellulase gene expression [14] and glucose sensing [13] in *T. reesei* and diverse functions in other fungi [39]. Of the 57 G-protein coupled receptors of *T. reesei* [9], 11 are up-regulated in ∆*ypr2* including the pheromone receptor gene *hpr1* and the peptide pheromone transporter gene *ste6p*. Additionally the meiosis related genes *ecm4*, *pdc1*, *gtt1* and *msc1* were up-regulated. However, no alterations in sexual development were observed for ∆*ypr2* (E. Stappler, unpublished).

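*hpr1*, which encodes a pheromone receptor, had 7.06 ± 1.2 CPM in the wildtype and 19.6 ± 3.8 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.48 ± 0.15, edgeR, adjusted p = 2.5e-05). *ste6*, the gene of the peptide pheromone transporter, rose from 64.2 ± 7.2 to 131 ± 12 CPM (1.03 ± 0.1, adjusted p = 1.7e-05), and the receptor gene *gpr1* from 9.72 ± 0.39 to 51.3 ± 5 CPM (2.4 ± 0.1, adjusted p = 9.4e-08). In light the wildtype had 40.7 ± 1.2 CPM of *hpr1* and 1490 ± 60 CPM of *ste6*, and neither was called for the deletion. Of the 11 receptor genes that the study lists as upregulated, 9 were called in darkness (median 1.62), 11 when adjusted over the list alone, and 8 had a lower effect of the deletion in light than in darkness. The PTH11-like receptor gene TR_109146, which has 2 counts in the wildtype in darkness, had 6.92 times the wildtype level (counting interval 1.63 to 62.1). The list was chosen by the study on these samples. Of 5 G-protein subunit genes, whose products act below such receptors, 0 were called (median -0.27). The call of *ste6* was lost without wildtype dark replicate 2 or ∆*ypr2* dark replicate 2.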

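*ecm4*, which encodes a glutathione transferase of omega class, had 14.5 ± 1.5 CPM in the wildtype and 31.3 ± 0.7 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.11 ± 0.09, edgeR, adjusted p = 4.6e-06). *gtt1*, of the same enzyme superfamily, rose from 17.9 ± 1.1 to 40 ± 0.64 CPM (1.16 ± 0.09, adjusted p = 4e-06), and *msc1*, named for meiotic sister chromatid recombination, from 135 ± 3.5 to 377 ± 44 CPM (1.48 ± 0.09, adjusted p = 1.2e-06). In light the 3 genes had log2 fold changes of -0.16 ± 0.08, -0.08 ± 0.09 and 0.2 ± 0.09, without a call. The effect of the deletion differed between light and darkness for all 3 (-1.27 ± 0.12, -1.24 ± 0.13 and -1.29 ± 0.13). The list of sexual development and signalling genes had 8 members upregulated and 1 downregulated of 9 in darkness, and the same counts when adjusted over the list alone, on genes the study chose on these samples. In these cultures *ccg-14*, listed among the conidiation markers, had risen from 7.06 ± 3.7 to 61.8 ± 19 CPM (3.13 ± 0.38, adjusted p = 5.7e-05).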

Concerning secondary metabolism, we found the regulator *vel1*, which is involved in chemical communication upon sexual development [40] as well as in cellulase regulation [41] to be up-regulated in ∆*ypr2* along with 11 genes encoding cytochrome P450 proteins, the NRPS gene *tex19*, the PKS/NRPS hybrid gene *tex11* and the PKS gene *pks9g*, for which no functional characterization is available.

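*vel1*, the gene of the VELVET regulator of development and secondary metabolism, had 194 ± 8.3 CPM in the wildtype and 434 ± 67 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.16 ± 0.1, edgeR, adjusted p = 9.1e-06). The peptide synthetase gene *tex19* rose from 5.73 ± 0.73 to 12.6 ± 1.9 CPM (1.14 ± 0.17, adjusted p = 0.00024). The polyketide synthase gene *pks9g* rose from 32.5 ± 2.1 to 65.2 ± 0.69 CPM, at the 2-fold limit (1 ± 0.06, adjusted p = 1.2e-06). All 11 cytochrome P450 genes that the study lists, whose products are monooxygenases, were upregulated in darkness (median 2.33), and 11 when adjusted over the list alone, a list chosen by the study on these samples. None of them was called in light by edgeR, limma, DESeq2 or the exact test (2 at an unadjusted p below 0.05). For 6 of the 11 the effect of the deletion differed between light and darkness. The call of *tex19* was lost with quantile normalization and without ∆*ypr2* dark replicate 2, and that of *pks9g* under 7 of 24 settings.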

The strikingly high number of 59 transcription factor genes positively influenced by YPR2 suggests a flat hierarchical regulatory network triggered by YPR2. 

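Of the 59 transcription factor genes that the study lists, 58 were tested and 57 were upregulated in ∆*ypr2* in darkness (n = 2 cultures per group, edgeR; median log2 fold change 1.53), and 58 when adjusted over the list alone. In light 0 were upregulated and 1 was downregulated, and for 43 the effect of the deletion was lower in light than in darkness. In the wildtype 28 of the 58 were upregulated by light and 1 was downregulated. The genes were chosen by the study on these samples. The transporter gene *dtr1*, known from spore wall formation and one of the conidiation markers, rose in the same cultures from 7.52 ± 0.42 to 22.9 ± 3.5 CPM (1.62 ± 0.13, adjusted p = 5.2e-06). *medA*, a regulator gene of conidiophore development, fell from 1080 ± 20 to 526 ± 22 CPM (-1.04 ± 0.07, adjusted p = 1.5e-06), a call lost with quantile normalization and without ∆*ypr2* dark replicate 1. From the number of regulator genes the paper proposes a flat hierarchy below YPR2. It words their regulation as a positive influence of YPR2, whereas 57 of the 58 tested were higher in the strain without *ypr2*.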

Unfortunately, none of these transcription factor genes has been studied in detail so far.

Of the seven catalase genes detected in *T. reesei* [9], 4 are upregulated in darkness in ∆*ypr2* up to more than 20 fold indicating a strong antioxidant response balanced by YPR2.

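*cat-1*, which encodes a catalase, an enzyme that degrades hydrogen peroxide, had 3.95 ± 0.02 CPM in the wildtype and 90.9 ± 0.15 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 4.52 ± 0.14, edgeR, adjusted p = 1.3e-08). *cat-3* rose from 2.47 ± 0.11 to 88.2 ± 16 CPM (5.16 ± 0.21, adjusted p = 9.9e-08). *cat-7* rose from 3.54 ± 0.32 to 84.6 ± 14 CPM (4.58 ± 0.17, adjusted p = 3.5e-08) and *cat-4* from 2.06 ± 0.45 to 5.03 ± 0.57 CPM (1.3 ± 0.2, adjusted p = 0.00028). All 4 catalase genes tested were upregulated in darkness, also when adjusted over the list alone. These 4 are genes that the study called upregulated there, and the list does not hold all catalase genes that the paper counts. In light edgeR called none, with 2 at an unadjusted p below 0.05, 1 called by limma and 0 by DESeq2 or the exact test, and *cat-3* had 0 counts in the wildtype and at least 3.27 times that floor in ∆*ypr2*. A lower effect in light than in darkness was called for *cat-1*, *cat-4* and *cat-7*, the last 2 not without wildtype light replicate 2. TR_70600, another gene of the catalase type, had 16 counts over all libraries and was not tested. The list was chosen by the study on these samples, and the call of *cat-4* was lost with quantile normalization.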

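Of the 14 CAZyme genes in the rows of the study's list of downregulated genes that could be read, 13 were tested and 12 were downregulated in ∆*ypr2* in darkness (n = 2 cultures per group, edgeR; median log2 fold change -1.81), also when adjusted over the list alone. In light none of them was called by edgeR, limma, DESeq2 or the exact test (5 at an unadjusted p below 0.05), and for 7 the effect of the deletion was higher in light than in darkness. In the wildtype 12 of the 13 were downregulated by light (median -3.13). A glycosyl transferase gene of family 1, TR_105924, lay in a run of downregulated neighbours with *pks5g*. The rows end before the list does, so the remaining genes were not analysed here, and those counted were chosen by the study on these samples.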

Among the genes downregulated in ∆*ypr2* we found 30 CAZyme encoding genes, including numerous carbohydrate esterase genes, glycoside hydrolases and glycosyl transferases (Additional file 1). However, as with up-regulated genes, the classical genes required for plant cell wall degradation, particularly cellulases and hemicellulases are not the targets of YPR2 and neither are the known cellulase transcription factors. 

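*cbh1*, which encodes the major secreted cellobiohydrolase, had 10500 ± 340 CPM in the wildtype and 8600 ± 2700 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -0.29 ± 0.28, edgeR, adjusted p = 0.38). *cbh2*, the gene of the other cellobiohydrolase, had 4820 ± 26 and 4050 ± 1700 CPM (-0.25 ± 0.5, adjusted p = 0.68). The xylanase gene *xyn2* (0.78 ± 0.09), the beta-glucosidase gene *bgl1* (0.78 ± 0.11) and the mannanase gene *man1* (-0.87 ± 0.24) stayed below the 2-fold limit. Of 14 plant cell wall degrading enzyme genes, 0 were called in darkness by edgeR (median -0.28), and 0 when adjusted over the list alone. Of them 6 had an unadjusted p below 0.05, and 0 were called by limma, DESeq2 or the exact test. The endoglucanase gene *cel5b*, which is not on this list, was upregulated (1.88 ± 0.16, adjusted p = 8.1e-06). Among the regulators of these enzymes, *xyr1*, the gene of the main activator, had 640 ± 28 and 668 ± 110 CPM (0.06 ± 0.1, adjusted p = 0.63). The repressor gene *ace1* (-0.6 ± 0.07) had an adjusted p of 6.1e-05 with less than a 2-fold change. For the part of the enzyme list not taken from the study camera gave an adjusted p of 0.82 with the preset correlation.
Replicate 2 of ∆*ypr2* in darkness had lower cellulase levels than replicate 1, with 6680 and 10500 CPM of *cbh1*. Without replicate 1, *cip1* (-1.38), *egl1* (-1.25), *axe1* (-1.03) and *man1* (-1.32) were called downregulated, and without replicate 2 *egl3* was called upregulated (1.15).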

Only *vib1*, which was recently shown to be involved in cellulase regulation in *T. reesei* [42] and *N. crassa* [43] is a target of YPR2 with transcript levels decreased by roughly 60% in darkness (Additional file 1).

The downregulated gene set associated with secondary metabolism (14 genes) includes 5 genes encoding cytochrome P450 proteins, the putative alamethicin synthase *tex1* and several more pks and terpenoid synthase genes.

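*tps2*, which encodes a terpenoid synthase, had 358 ± 20 CPM in the wildtype and 133 ± 17 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -1.43 ± 0.09, edgeR, adjusted p = 1.3e-06). *tps3*, another gene of this enzyme class, fell from 5.06 ± 0.76 to 2.29 ± 0.45 CPM (-1.16 ± 0.21, adjusted p = 9e-04). In light they had log2 fold changes of 0.28 ± 0.1 and 0.01 ± 0.36, without a call, and the difference between both conditions was called for *tps2* (1.71 ± 0.13, adjusted p = 9.2e-06). Of 10 secondary metabolism genes that the study names and that were tested, 5 were downregulated in darkness, *tex1*, *pks5g*, *tps2*, *tps3* and TR_60751, and 3 were upregulated, also when adjusted over the list alone. With quantile normalization 0 of the 10 were called upregulated, since *tex19*, *tex11* and *pks9g* lost their calls. None of the 10 was called in light by edgeR, limma, DESeq2 or the exact test, with 3 at an unadjusted p below 0.05. The genes were chosen by the study on these samples, and *pks8g* was not analysed here. The call of *tps3* was lost without wildtype dark replicate 1 and without ∆*ypr2* dark replicate 2.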

Down-regulation of 9 G-protein coupled receptors, while also several GPCRs are up-regulated in the absence of YPR2, indicates a shift in priorities of signal perception triggered by YPR2.

Interestingly, the hydrophobin genes *hfb1*, *hfb2*, *hfb3* and *hfb5* as well as *epl1*/*sm1* were downregulated in ∆*ypr2*. 

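*hfb2*, which encodes a small secreted hydrophobin of aerial structures and the most abundant transcript of the wildtype in darkness, had 32000 ± 1600 CPM there and 7740 ± 300 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures per group; log2 fold change -2.05 ± 0.08, edgeR, adjusted p = 1e-07). *hfb3* fell from 4750 ± 290 to 1310 ± 25 CPM (-1.85 ± 0.07, adjusted p = 8.6e-08) and *hfb5* from 375 ± 28 to 106 ± 19 CPM (-1.82 ± 0.12, adjusted p = 1.6e-06). TR_22386, which encodes the cerato-platanin Epl1/Sm1, an elicitor of plant defence, fell from 106 ± 33 to 9.34 ± 3.5 CPM (-3.53 ± 0.26, adjusted p = 2.6e-06). *hfb1* had 18 counts over all 8 libraries and was not tested.
Of 6 hydrophobin and cerato-platanin genes tested beside *hfb3*, 3 were downregulated and 1 was upregulated in darkness, also when adjusted over the list alone. The upregulated one was TR_111442 of the Epl1/Sm1 family (1.63 ± 0.35, adjusted p = 0.0018), a call lost without wildtype dark replicate 2. In light the hydrophobin family gene TR_120189 rose from 62.8 ± 4 to 142 ± 6 CPM (1.17 ± 0.09, adjusted p = 0.00021), and *hfb4*, with 3 counts in the wildtype, had 7.14 times the wildtype level (counting interval 2.17 to 37.1). The median of the list in light was 0.09, and -0.1 with quantile normalization. The list was chosen by the study on these samples. The conidiation gene *con-13*, with 3 counts in the wildtype in darkness, had 56.8 times that level in ∆*ypr2* in the same cultures (counting interval 19.2 to 278).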

Known functions of hydrophobins include many morphogenetic events like sexual (fruiting body formation) and asexual development (sporulation) as well as infection structure formation [44]. An antioxidant activity of *T. reesei* hydrophobins was suggested by a recent study [45]. The ceratoplatanin elicitor Sm1 is important for plant root interaction and elicitation of disease resistance by *Trichoderma* spp. [46, 47], while its *Sclerotinia sclerotiorum* homologue is relevant for pathogenicity [48]. These biological roles may be connected to genes regulated by YPR2 targeting sexual development, signaling and secondary metabolism due to an effect on chemical communication and interaction with fungi and plants in the environment.

Not only fold-regulation, but also absolute transcript levels are relevant as they reflect an investment of considerable resources for expression of a given gene. Therefore we checked for striking alterations among the 100 genes with highest detected transcript levels in ∆*ypr2* compared to wildtype. The GMC oxidoreductase gene encoding *aox1* was among the 10 genes with the strongest signal in the mutant in contrast to wildtype, with 25fold upregulation in ∆*ypr2.* Interestingly, *aox1* is also strongly upregulated in ∆*cre1* in darkness [5]. Additionally, a gene encoding an extracellular membrane protein (TR_123475) and a gene encoding a small cystein rich protein (TR_105533), both with potential effector function as well as a transporter with putative putative tetracyclin resistance function (TR_44956) and a gene of unknown function (TR_44967) show high transcript abundance in ∆*ypr2*, but not wildtype.

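In darkness *aox1*, whose product oxidizes short alcohols to aldehydes with release of hydrogen peroxide, rose from 244 ± 19 CPM in the wildtype to 5230 ± 750 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures per group; log2 fold change 4.42 ± 0.13, edgeR, adjusted p = 4.4e-08). By mean CPM it was gene 830 of the wildtype and gene 7 of ∆*ypr2* in darkness, and 2347 and 449 in light. With CPM divided by transcript length it was gene 1238 of the wildtype and gene 16 of ∆*ypr2* in darkness. Of the 100 most abundant transcripts of ∆*ypr2* in darkness, 78 were also among those of the wildtype, 9 were upregulated and 6 downregulated. The ∆*cre1* data were not used here.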

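TR_105533, which encodes a small cysteine rich secreted protein, a type that includes effectors, rose in darkness from 77.4 ± 23 CPM in the wildtype to 2220 ± 410 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures per group; log2 fold change 4.84 ± 0.23, edgeR, adjusted p = 5.3e-07). TR_123475, a gene for an extracellular membrane protein, rose from 417 ± 100 to 2650 ± 190 CPM (2.67 ± 0.16, adjusted p = 1.2e-06). The transporter gene TR_44956 rose from 154 ± 2.8 to 1490 ± 13 CPM (3.28 ± 0.07, adjusted p = 1e-08) and TR_44967, of unknown function, from 195 ± 92 to 1550 ± 150 CPM (2.99 ± 0.33, adjusted p = 6.6e-05). By CPM they were genes 23, 17, 73 and 69 of ∆*ypr2* in darkness, against 2822, 422, 1448 and 1104 of the wildtype. With CPM divided by transcript length they were genes 3, 96, 170 and 32 of ∆*ypr2*, against 485, 708, 2087 and 508 of the wildtype. In light none of the 4 was called, and the effect of the deletion was lower in light than in darkness for each. The 6 genes that the study names as abundant in the mutant were all upregulated in darkness, also when adjusted over the list alone, having been chosen on these samples.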

### Genes regulated by YPR2 in light

Compared to the effect of YPR2 in darkness, only few genes are directly or indirectly regulated by YPR2 in light (Fig. 1c). 

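TR_103136, which encodes an enzyme related to glycolate oxidase and cytochrome b2, both oxidizers of hydroxy acids, had 45.1 ± 1.9 CPM in the wildtype and 15.5 ± 2.9 CPM in ∆*ypr2* in light (mean ± SD, n = 2 cultures per group; log2 fold change -1.55 ± 0.13, edgeR, adjusted p = 0.00045). TR_76065, annotated as an unknown protein or endoglucanase, fell from 127 ± 13 to 52.1 ± 8.1 CPM (-1.28 ± 0.16, adjusted p = 0.003). In darkness these genes had log2 fold changes of -0.33 ± 0.32 and -0.31 ± 0.16, without a call, and the difference between light and darkness was called for neither. Without regard to the size of the change, 5824 genes in darkness and 1468 in light had an unadjusted p below 0.05. The call of TR_76065 was lost in each fit without 1 of the 4 light cultures.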

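The xylanase gene *xyn2*, whose product cleaves the xylan backbone, rose in ∆*ypr2* in light from 2.6 ± 0.74 to 12.4 ± 0.12 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 2.25 ± 0.17, edgeR, adjusted p = 0.00016). It was the 1 member called of the 14 plant cell wall degrading enzyme genes, also when adjusted over the list alone. All 14 lay above 0 in light. *cbh1* had 9.04 ± 1.4 and 15.9 ± 8.6 CPM (0.83 ± 0.36, adjusted p = 0.27) and *cbh2* 0.197 ± 0.047 and 4.21 ± 5.7 CPM (4.46 ± 2.42, adjusted p = 0.17), without a call. The levels of most cellulase genes came from ∆*ypr2* light replicate 2 alone, with 0.167 CPM of *cbh2* in replicate 1 and 8.25 in replicate 2, and 0.0557 and 3.1 CPM of the endoglucanase gene *egl2*. Without replicate 2 the log2 fold changes were -0.23 for *cbh2* and -0.54 for *egl2*. For *xyn2* the 2 cultures had 12.5 and 12.3 CPM.
The median log2 fold change of the 14 genes was 3.24, or 2.13 with genes at 0 counts set to their floor, and 1.11 with quantile normalization. The exact test of edgeR on the 4 light libraries called *cbh2*, *egl2*, *egl3*, *cel61a*, *cel61b* and *cip1* as well. For the part of the list that the study did not choose, which holds *cbh1*, *bgl1* and others, camera gave an adjusted p of 0.038 with the preset correlation and an adjusted p = 0.89 with an estimated correlation.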

Interestingly, in contrast to darkness, upregulation was detected for several genes encoding plant cell wall degrading enzymes. However, transcript levels of these genes in QM6a is at very low levels and even hardly detectable in some cases in light on cellulose and the increase (albeit considerable in fold values) in ∆*ypr2* does by far not reach darkness levels of these transcripts. 

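In the wildtype in light *cel61a* and *cel61b*, which encode copper-dependent monooxygenases that cleave cellulose, and *egl3*, which encodes an endoglucanase, had 0 counts in both cultures, at least 25600-fold, 20900-fold and 3090-fold below their levels in darkness (n = 2 cultures per group). In ∆*ypr2* in light they were at least 16.4-fold, 10.1-fold and 5.36-fold above that floor, from counts found almost only in replicate 2 (2.51, 1.46 and 0.821 CPM). *egl2* and *cip1*, with 3 and 1 counts in the wildtype in light, had 20.5 and 42 times that level in ∆*ypr2* (counting intervals 6.74 to 102 and 7.17 to 1690). The acetyl xylan esterase gene *axe1* had 4.47 times (0.5 to 211) and *cip2*, which encodes a glucuronoyl esterase, at least 1.79 times the wildtype level. *xyn2* had 650 ± 38 CPM in the wildtype and 1120 ± 90 CPM in ∆*ypr2* in darkness. All 14 enzyme genes were downregulated by light in the wildtype by edgeR, *cbh1* with a log2 fold change of -10.18 ± 0.33, and all 14 were downregulated by light in ∆*ypr2*.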

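TR_3405, which encodes a permease of the sugar transporter family, had 14.1 and 14.3 CPM in the 2 wildtype cultures in light and 19.9 and 57.1 CPM in the 2 of ∆*ypr2* (log2 fold change 1.45 ± 0.42, edgeR, adjusted p = 0.092), without a call. Without ∆*ypr2* light replicate 2 the value was 0.49, and without replicate 1 the gene was called. In darkness TR_3405 was among the 3 most abundant transcripts of both strains by CPM, with 12400 ± 390 CPM in the wildtype and 9920 ± 3200 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures; -0.32 ± 0.36, adjusted p = 0.46). It was downregulated by light in the wildtype with a log2 fold change of -9.77 ± 0.4 (adjusted p = 2.1e-07).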

Essentially the same applies also to the putative lactose permease TR_3405 [49], which is upregulated in ∆*ypr2* in light, but expressed at considerably higher levels in darkness.

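TR_121251, a gene for a secreted cell wall protein, had 58.7 ± 1.1 CPM in the wildtype and 160 ± 5.5 CPM in ∆*ypr2* in light (mean ± SD, n = 2 cultures per group; edgeR, adjusted p = 0.026). The log2 fold change of 1.45 ± 0.3 was past the 2-fold limit and above the p limit. In darkness it had 2080 ± 350 and 1060 ± 570 CPM (-0.96 ± 0.28, adjusted p = 0.015), with 661 CPM in ∆*ypr2* dark replicate 2 and 1470 in replicate 1. It was called downregulated there with quantile normalization, limma and without ∆*ypr2* dark replicate 1 (-1.65), and had -0.49 without ∆*ypr2* dark replicate 2. The effect of the deletion on this gene was higher in light than in darkness (2.41 ± 0.41, adjusted p = 0.0012). In light the gene was called without ∆*ypr2* dark replicate 1, without ∆*ypr2* dark replicate 2, and in a fit of the 4 light libraries alone. It was also called there at an adjusted p under 0.05, at an unadjusted p under 0.01, by DESeq2 and by the exact test.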

TR_121251 encoding a putative effector protein [9] is upregulated in light in ∆*ypr2.* The encoded protein is related to the Mad1 adhesin of *Metarrhizium anisopliae* [50], which is relevant for adhesion and germination.

### Consistent and contrasting regulation by YPR2 in light and darkness

Of the genes consistently upregulated in light and darkness in ∆*ypr2* (Fig. 1d), TR_74282 encoding a QID74 homologue is particularly interesting. While about 3.7 fold upregulated in light, it is more than 28fold upregulated in darkness, thereby being the most highly expressed gene in ∆*ypr2* in darkness*.* In *T. harzianum* the cell wall protein QID74 is strongly expressed during starvation and was shown to be relevant cell wall protection and adherence to hydrophobic surfaces. 

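TR_74282, which encodes the homologue of the cell wall protein QID74, had 1370 ± 160 CPM in the wildtype and 38700 ± 5800 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 4.82 ± 0.21, edgeR, adjusted p = 3.4e-07). It was gene 98 by CPM in the wildtype and gene 1 in ∆*ypr2*, or 206 and 1 with CPM divided by transcript length. In light it rose from 148 ± 9.1 to 543 ± 200 CPM (1.88 ± 0.21, adjusted p = 0.0022), with 402 and 684 CPM in the 2 cultures of ∆*ypr2*. The call in light was lost without wildtype light replicate 1 and without wildtype light replicate 2, at values between 1.44 and 2.21. From this gene, the hydrophobins, the receptors and secondary metabolism together, the paper regards a function of YPR2 in pathways for association with plants as conceivable.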

Heterologous expression in yeast further suggested a function in mating and sporulation [51]. Additionally, QID74 was shown to impact plant root architecture upon association with *T. harzianum* [52]. Together with the regulation of hydrophobin genes, GPCRs and secondary metabolism by YPR2 a function in regulation of pathways important for association with plants in nature would be conceivable.

Analyzing the genes misregulated in ∆*ypr2* (including direct and indirect targets) in light and darkness we noted that in many cases the effect of YPR2 in light was the opposite of that in darkness (Fig. 1d). Therefore we wanted to check for a functional relevance of such a light dependent effect of YPR2. 

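TR_75247, which encodes an ATPase of the AAA+ type, a family of molecular machines, had 34.7 ± 7 CPM in the wildtype and 2.05 ± 0.55 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -4.1 ± 0.22, edgeR, adjusted p = 2.5e-07). In light it had 0.254 ± 0.049 and 4.68 ± 0.24 CPM (4.17 ± 0.56, adjusted p = 0.00078). TR_68997, a gene for a protein with TPR repeats, which mediate protein contacts, fell from 230 ± 11 to 43.5 ± 0.7 CPM in darkness (-2.4 ± 0.06, adjusted p = 1e-08) and rose from 0.671 ± 0.13 to 4.91 ± 0.086 CPM in light (2.85 ± 0.21, adjusted p = 6.8e-05). The differences between light and darkness were 8.27 ± 0.6 (adjusted p = 9.2e-07) and 5.26 ± 0.22 (adjusted p = 1.4e-07). For 1212 genes the effect of the deletion differed between both conditions, 503 with a higher and 709 with a lower value in light. The call of TR_75247 in light was lost without wildtype light replicate 1 or replicate 2.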

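For *sor4*, the transporter gene of the SOR cluster, the effect of the deletion was higher in light than in darkness by a log2 value of 8.13 ± 0.29 (n = 2 cultures per group, edgeR, adjusted p = 2.1e-07), a call kept under all settings tried. In the wildtype it was downregulated by light with a log2 fold change of -7.01 ± 0.22 (adjusted p = 9.4e-09). The coenzyme A transferase gene TR_50616 had the opposite order, with a lower value in light than in darkness (-4.66 ± 0.3, adjusted p = 2.8e-06). *mirB*, the homologue of a siderophore importer gene, was among the genes called in opposite directions in both conditions. The count of genes called upregulated in light and downregulated in darkness, 14 with all libraries, was 6 without wildtype light replicate 1, 2 without wildtype light replicate 2 and 5 without ∆*ypr2* light replicate 2.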

Besides TR_43701 encoding SOR4, the multidrug transporter of the SOR cluster [5], several other as yet uncharacterized genes showed contrasting regulation in light and darkness by YPR2.

Intriguingly, we found also a coregulated siderophore cluster located on chromosome 5 ([53]; genes 1083–1088)/scaffold 46 (26764–44,919) [8], which is conserved in *Aspergillus fumigatus*. It comprises the genes encoding homologues of the NRPS SidD (TR_71005), the transacylase SidF (TR_82628), the siderophore biosynthesis lipase/esterase SidJ involved in siderophore hydrolysis (TR_112590), the ABC multidrugtransporter SitT (TR_71010), the hydroxyornithine transacylase SidF (TR_82628), the enoyl-CoA hydratase/isomerase family protein sidH (TR_6085) and the siderophore iron transporter MirB (TR_71008). 

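In darkness *mirB*, the homologue of a siderophore importer gene, fell from 31.8 ± 4.3 CPM in the wildtype to 0.349 ± 0.12 CPM in ∆*ypr2* (mean ± SD, n = 2 cultures per group; log2 fold change -6.52 ± 0.38, edgeR, adjusted p = 5.4e-08). *sidF*, the homologue of a transacylase gene of fusarinin synthesis, fell from 24.4 ± 2.6 to 0.704 ± 0.004 CPM (-5.1 ± 0.31, adjusted p = 1.6e-07). *sidJ*, the esterase homologue for siderophore hydrolysis, fell from 21 ± 2.7 to 0.267 ± 0.0063 CPM (-6.26 ± 0.65, adjusted p = 9.2e-07). *sidH*, the homologue of an enoyl-CoA hydratase gene, fell from 9.01 ± 0.54 to 0.152 ± 0.092 CPM (-5.89 ± 0.53, adjusted p = 3.9e-07). The peptide synthetase homologue *sidD* fell from 6.05 ± 0.2 to 0.524 ± 0.13 CPM (-3.49 ± 0.33, adjusted p = 5.5e-06) and the transporter homologue *sitT* from 6.64 ± 1.1 to 0.355 ± 0.12 CPM (-4.17 ± 0.53, adjusted p = 2.1e-05). All 6 genes of the cluster were downregulated in darkness (median log2 fold change -5.49), also when adjusted over the list alone, on a list that the study chose on these samples. None of these calls was lost under any setting.

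**Figure D3:**
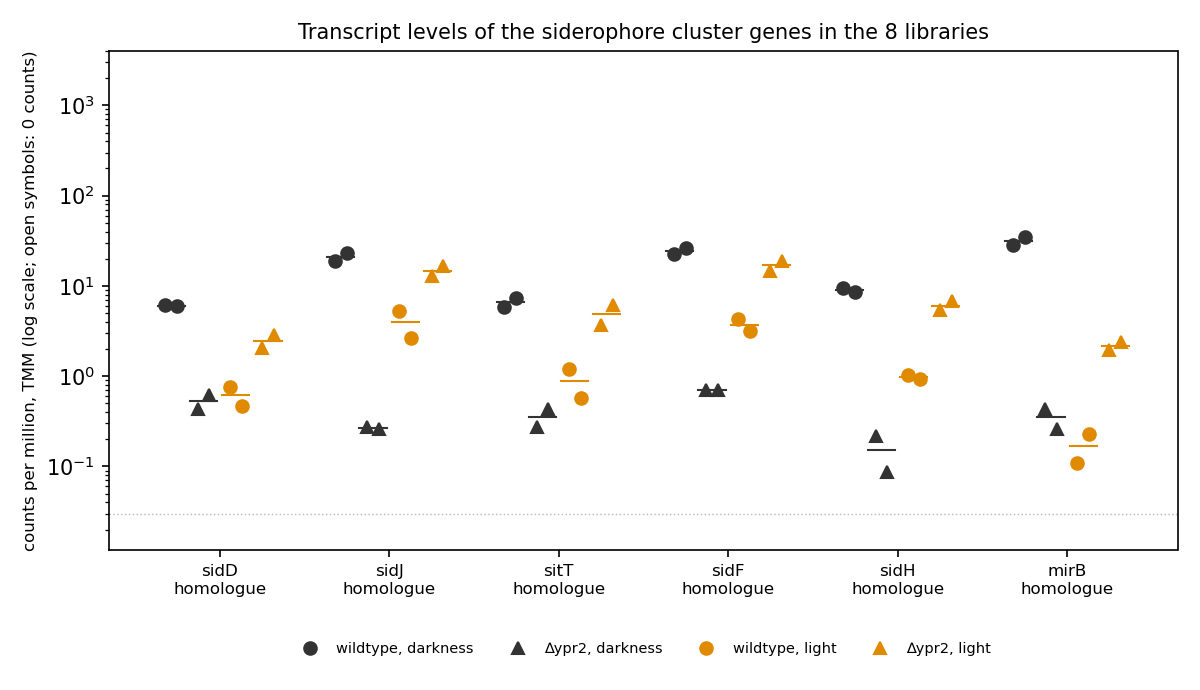
Transcript levels of the 6 siderophore cluster genes in CPM on a log scale, wildtype as circles and ∆*ypr2* as triangles, darkness in dark grey and light in orange, with bars for group means. *mirB* has 31.8 CPM in the wildtype and 0.349 CPM in ∆*ypr2* in darkness, and the order of the strains is turned in light.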

Fusarinin that is expected to be produced by the proteins encoded in this cluster [54] was found previously to be produced in *T. reesei* QM6a [55].

This cluster is in the wildtype differentially regulated in light and darkness. It is consistently downregulated in ∆*ypr2* in darkness and up-regulated in ∆*ypr2* in light suggesting light specific regulation of siderophore production by YPR2. 

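In the wildtype *mirB* had 0.17 ± 0.086 CPM in light, a log2 fold change of -7.5 ± 0.56 against darkness (mean ± SD and ± standard error, n = 2 cultures per group, edgeR), and *sidH* had 0.981 ± 0.082 CPM (-3.19 ± 0.26). *sidF* had 3.72 ± 0.77 CPM in light (-2.7 ± 0.19), *sidJ* 3.95 ± 1.8 CPM (-2.4 ± 0.25), *sidD* 0.614 ± 0.21 CPM (-3.28 ± 0.33) and *sitT* 0.89 ± 0.44 CPM (-2.88 ± 0.4). All 6 genes, which in *Aspergillus* belong to the making and transport of fusarinin siderophores, were downregulated by light in the wildtype (median -3.03), also when adjusted over the list alone. In ∆*ypr2* all 6 were upregulated by light (median 4.17), the reverse of the wildtype. The genes were chosen by the study on these samples.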

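In light *sidH*, the homologue of an enoyl-CoA hydratase gene, rose in ∆*ypr2* to 6.05 ± 0.99 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 2.62 ± 0.26, edgeR, adjusted p = 0.00069) and *sidF*, of the acylation step, to 16.9 ± 3 CPM (2.18 ± 0.19, adjusted p = 0.00047). The importer homologue *mirB* rose to 2.18 ± 0.33 CPM (3.66 ± 0.58, adjusted p = 0.002) and *sidJ* to 14.8 ± 2.5 CPM (1.9 ± 0.26, adjusted p = 0.0035). *sitT* rose to 4.92 ± 1.7 CPM (2.46 ± 0.4, adjusted p = 0.0059) and *sidD* to 2.47 ± 0.57 CPM (2 ± 0.34, adjusted p = 0.0074). All 6 genes were upregulated in light (median 2.32) and all 6 had a called difference between the effects of the deletion in light and darkness (median 7.72), from 5.49 ± 0.48 for *sidD* to 10.17 ± 0.69 for *mirB*.
The calls in light depended on single cultures: 2 of the 6 remained without wildtype light replicate 1, 0 without wildtype light replicate 2 and 2 without ∆*ypr2* light replicate 2. The direction did not turn, with a lowest log2 fold change in light of 1.77 under all scalings. From these opposite effects the paper proposes that YPR2 regulates siderophore production in a light specific manner.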

The high affinity iron uptake system employing siderophores is particularly important under iron limited conditions [56]. Therefore we checked if deletion of YPR2 might cause a general misbalance in iron sensing and uptake systems at the transcriptional level.

Reductive iron assimilation (RIA) represents another high affinity iron uptake system [56] and is represented in *T. reesei* by two Fet3-homologues, the multicopperoxidases TR_102820 (FET3a) and TR_5119 (FET3b), and two Ftr1 homologues, the high affinity iron permeases TR_54962 (FTR1a) and TR_80639 (FTR1b). 

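*fet3a*, which encodes a multicopper oxidase of iron uptake, was upregulated by light in the wildtype from 4.64 CPM in darkness to 55.1 ± 3.3 CPM (n = 2 cultures per group; log2 fold change 3.57 ± 0.2, edgeR, adjusted p = 1.2e-07). Its neighbour *ftr1a*, which encodes an iron permease, rose from 2.38 to 59.4 CPM (4.64 ± 0.18, adjusted p = 4.9e-09). For the deletion *ftr1a* had log2 fold changes of -0.14 ± 0.23 in darkness (adjusted p = 0.62) and 0.21 ± 0.09 in light (adjusted p = 0.29). *fet3a* had -0.88 ± 0.28 (adjusted p = 0.018) and 0.4 ± 0.13 (adjusted p = 0.14), with a called difference between both (1.28 ± 0.31, adjusted p = 0.0065) that was kept in 13 of 22 settings. *fet3b*, the gene of the other oxidase, had -0.95 ± 0.07 in darkness (adjusted p = 3.9e-06) and 0.93 ± 0.08 in light (adjusted p = 0.00052), below the 2-fold limit in both, and a called difference of 1.88 ± 0.11. Without ∆*ypr2* dark replicate 2 and with quantile normalization *fet3b* was called downregulated in darkness, and *fet3a* without ∆*ypr2* dark replicate 1 and with quantile normalization.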

FET3a and FTR1a (scaffold 1: 1684330–1,690,370) as well as FET3b and FTR1b (scaffold 1:561024–565,836) are located next to each other and appear to share a bidirectional promotor. *fet3a* and *ftr1a* are coregulated and show increased transcript levels in light, but no regulation by YPR2. *fet3b* and *ftr1b* are downregulated in light, and *ftr1b* shows a similar regulation as the siderophore cluster being downregulated in ∆*ypr2* in darkness and upregulated in ∆*ypr2* in light. Consequently, YPR2 impacts regulation of one of two high affinity iron permeases, although we cannot exclude that the altered transcript levels of *ftr1b* are due to indirect regulation and caused by altered siderophore availability.

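*ftr1b*, which encodes a high affinity iron permease, had 157 ± 6.1 CPM in the wildtype and 57.8 ± 3.4 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -1.44 ± 0.09, edgeR, adjusted p = 1e-06). In light it had 24.6 ± 0.22 and 51.2 ± 7.6 CPM (1.06 ± 0.1, adjusted p = 0.00086). The difference between both effects was 2.5 ± 0.13 (adjusted p = 1.3e-06). Of the 4 genes of reductive iron assimilation *ftr1b* was the 1 called for the deletion in darkness, and the 1 called in light, also when adjusted over the list alone, and a difference between light and darkness was called for it, *fet3a* and *fet3b*. For these 4 genes, which were not chosen by these data, camera gave adjusted p values of 0.053 in darkness and 1.6e-10 in light with the preset correlation, and of 0.3 and 0.028 with an estimated correlation. The call of *ftr1b* in light, at values between 0.9 and 1.2, was lost without wildtype light replicate 1, wildtype light replicate 2 or ∆*ypr2* light replicate 2.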

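The *sreA* homologue, a gene for a GATA type repressor that is active at high iron, had 34.1 ± 6.9 CPM in the wildtype and 108 ± 17 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.66 ± 0.15, edgeR, adjusted p = 1.4e-05). In light its log2 fold change was 0.07 ± 0.15, without a call, and the difference between both was called (-1.59 ± 0.22, adjusted p = 3e-04). The *hapX* homologue, a gene for a bZIP regulator of iron starvation, had 71.1 ± 0.79 and 79.8 ± 4.4 CPM in darkness (0.16 ± 0.06, adjusted p = 0.026) and a log2 fold change of 0.04 ± 0.05 in light (adjusted p = 0.78), without a call in either.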

TR_4231 encoding a homologue of the *Aspergillus fumigatus* siderophore biosynthesis repressor SreA [54] is upregulated in darkness in ∆*ypr2.* The homologue of the negative regulator of SreA, HapX (TR_77191), which is negatively influenced by increasing iron levels, is not a target of YPR2.

Despite the striking regulation patterns in our data, regulation of the iron uptake systems could also be due to different growth rates between wildtype and mutant strain and hence altered iron consumption/availability. In darkness, biomass formation of ∆*ypr2* is indeed decreased compared to wildtype (to 16.4% ± 1.9%). However, in light biomass formation of wildtype and ∆*ypr2* are not significantly different, but the cluster still becomes upregulated, indicating that regulation by YPR2 and not merely altered biomass formation is the reason for the difference. Upregulation of *sreA* in ∆*ypr2* in darkness would be in accordance with a reaction to higher iron availability because of lower biomass formation. Nevertheless, regulation of the FET3 and FTR1 homologues as well as of the HapX homologue is not consistent with a hypothesis of regulation of the siderophore cluster solely due to altered iron availability and biomass formation.

A decrease in oxidative stress resistance of siderophore mutants is attributed to an iron limitation, which would be required for several oxidative stress detoxifying enzymes like catalases. Upon deletion of *ypr2*, 4 catalases are upregulated in darkness which would not contradict this hypothesis, although it remains to be confirmed whether the requirement of iron impacts catalase regulation at the transcriptional level or merely at the activity level.

### Regulatory overlap with CRE1 targets

The carbon catabolite repressor CRE1 was shown to regulate *ypr2* along with the SOR cluster negatively in light and positively in darkness [5]. Consequently we were interested in investigating if CRE1 and YPR2 share regulatory targets, which would then be subject to a double lock mechanism.

Interestingly, among the 1402 genes regulated by YPR2 in darkness, we found 262 gene regulated by CRE1 either in light or darkness (Fig. 3; Additional file 1). In many cases, we observed contrasting regulation by YPR2 and CRE1 (upregulation by YPR2 and downregulation by CRE1 or vice versa). Consistent regulation by YPR2 and CRE1 was detected for 120 genes, with 58 genes positively regulated by CRE1 and YPR2 and 62 genes consistently negatively regulated by both (double lock mechanism). The gene set of up-regulated genes in both mutant strains compared to the wildtype strain comprises several genes involved in carbon and secondary metabolism and showed enrichment in functions in amino acid metabolism (*p*-value 8.58e-04) and glycolysis and gluconeogenesis (*p*-value 3.61e-03).

**Fig. 3:**
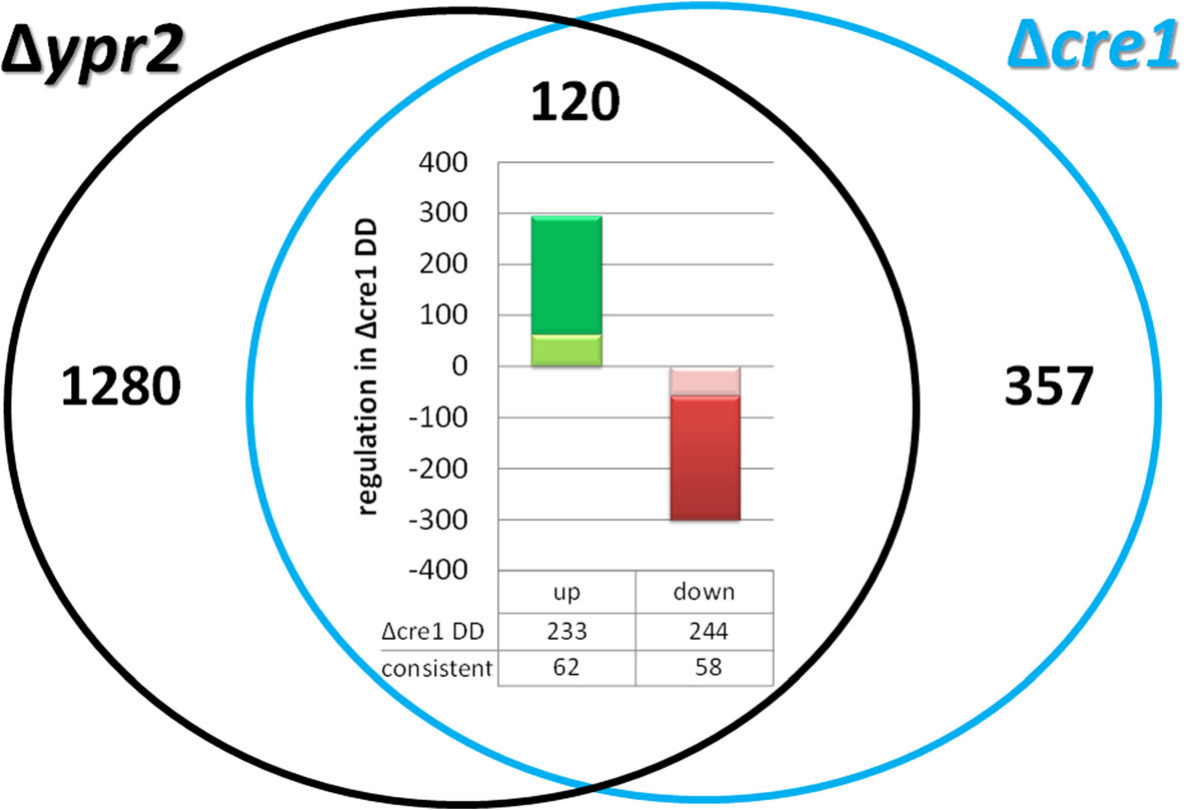
Comparison of gene regulation by YPR2 in darkness with targets (direct or indirect) of CRE1. Amount of genes regulated in ∆*ypr2* in constant darkness compared to wildtype versus those regulated in ∆*cre1* in darkness. In ∆*cre1* 233 genes are upregulated in constant darkness and 244 genes are downregulated in constant darkness [5]. Of the 447 genes regulated by CRE1 in darkness, 62 are consistently upregulated in both mutant strains (light green area) and 58 are consistently downregulated in both mutants. In total, of the 447 genes regulated by in ∆*cre1* in darkness, 120 are consistently regulated in ∆*ypr2* suggesting a double lock mechanism for these genes

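TR_72611, which encodes a regulator related to CTF1B, the activator of cutinase genes, had 23.9 ± 1.1 CPM in the wildtype and 92.8 ± 16 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 1.96 ± 0.11, edgeR, adjusted p = 6.7e-07). TR_102920, a gene for a zinc finger regulator of the C2H2 type, rose from 46.4 ± 0.64 to 144 ± 24 CPM (1.64 ± 0.12, adjusted p = 3.2e-06). Both are among the carbon metabolism and regulator genes that the study names, of which 5 were upregulated and 1 was downregulated of 8 in darkness, also when adjusted over the list alone, on genes chosen on these samples. In light 0 of the 8 were called by edgeR or limma, 1 by DESeq2 and 2 by the exact test (5 at an unadjusted p below 0.05), and 1 was upregulated when adjusted over the list alone. The ∆*cre1* data were not used here.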

The consistently upregulated genes include the two transcription factors TR_72611 and TR_102920. TR_72611 is related to *Fusarium solani* CTF1B, the cutinase transcription factor 1beta, which activates cutinase genes [57]. The consistently downregulated genes include the transcription factors PRO1 (TR_76590) and TR_121682. 

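*pro1*, which encodes a zinc cluster regulator of fruiting body formation, had 171 ± 4.2 CPM in the wildtype and 78.2 ± 7.5 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -1.13 ± 0.07, edgeR, adjusted p = 1.5e-06). The transcription factor gene TR_121682, of a function not yet described, fell from 129 ± 7.6 to 52.2 ± 2.4 CPM (-1.31 ± 0.07, adjusted p = 5.4e-07). Neither was called in light. The ∆*cre1* data were not used here.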

PRO1 acts as a master regulator of signaling genes involved in development and also targets the cell wall integrity MAPkinase pathway [58], which was reported to regulate cellulase gene expression in *T. reesei* [59].

Hence the overlap of YPR2 targets with those of CRE1 in metabolic functions suggests that these transcription factors act in part in the same cascade. CRE1 regulates transcript levels of *ypr2* [5], but YPR2 does not influence *cre1* levels. Together with the differential regulation of the SOR cluster genes by YPR2 on glucose and cellulose [5, 24], we conclude that YPR2 acts downstream of carbon catabolite repression.

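*cre1*, which encodes the carbon catabolite repressor, had 302 ± 9.1 CPM in the wildtype and 348 ± 8.9 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change 0.21 ± 0.05, edgeR, adjusted p = 0.0076). Its levels in light were 198 ± 1.8 and 183 ± 3.9 CPM (-0.11 ± 0.05, adjusted p = 0.33). The value in darkness passed the p limit at a change far below 2-fold, so the gene was not called. The difference between both effects was -0.32 ± 0.08.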

### YPR2 impacts biosynthesis of alamethicin and orsellinic acid

Previous data indicated that the regulatory function of YPR2 is not limited to the SOR cluster, as besides trichodimerol and dihydrotrichotetronine, also paracelsin B levels decreased in a *ypr2* mutant strain [5]. Therefore we performed mass spectrometry analysis on cultures grown under the same conditions as for transcriptome analysis (Additional file 4). We found 6 clusters of secondary metabolite profiles obtained for the culture supernatants, which show the light-dependent involvement of YPR2 in the underlying metabolic processes (Fig. 4a). In agreement with transcriptome data, the major differences between wildtype and ∆*ypr2* can be seen upon cultivation in darkness (Fig. 4b).

**Fig. 4:**
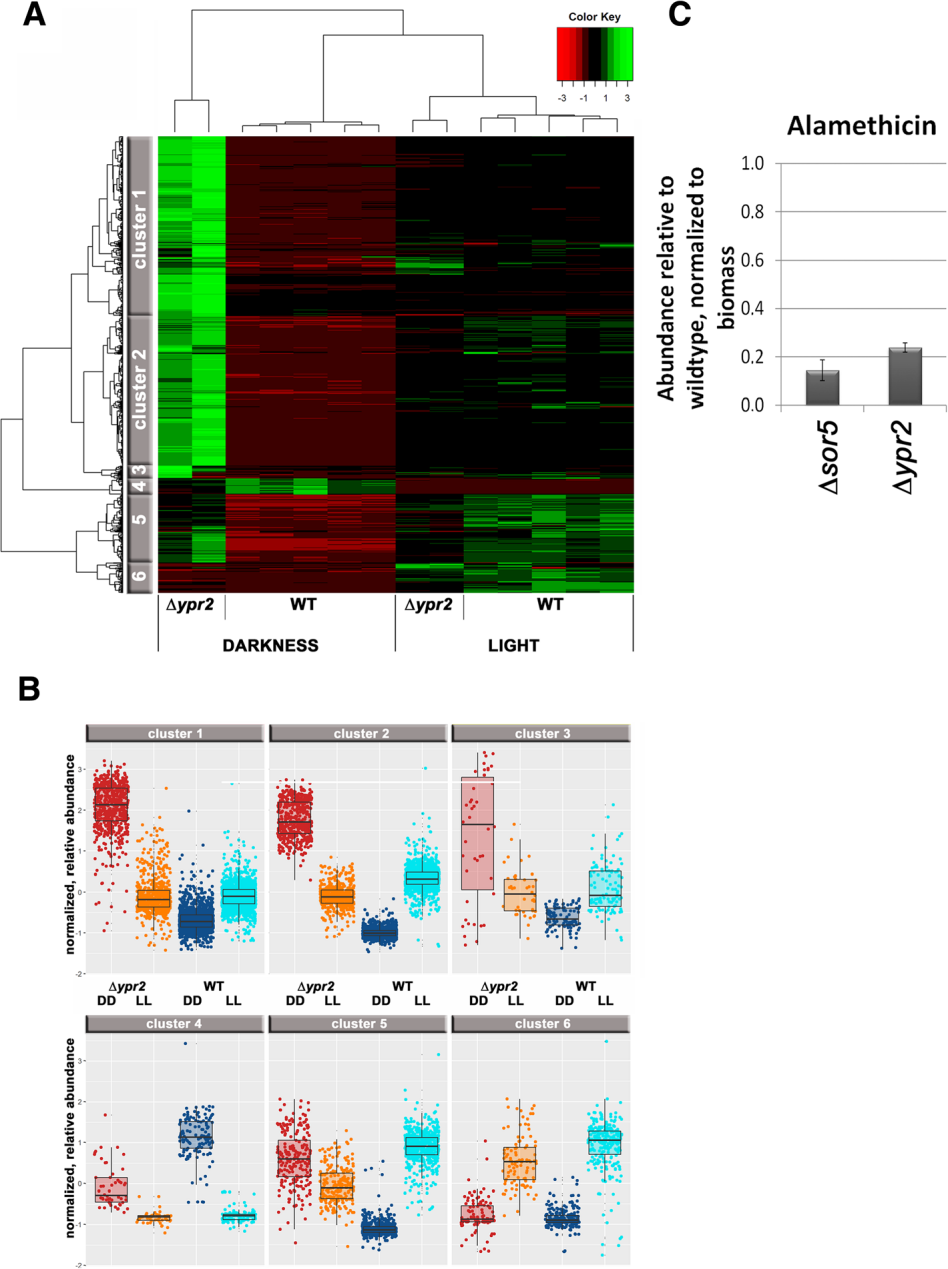
Secondary metabolite production in ∆*ypr2* upon growth on cellulose. **a** Results from mass spectrometric analysis revealed 6 clusters of regulation patterns. **b** Box plots show levels within the clusters as normalized to biomass formation. Mostly, biosynthesis level even decrease below wildtype in the dark. For smaller sets (cluster 5) elevated levels were observed in the mutant compared to wildtype. **c** Abundance of Alamethicine in samples lacking *sor5* (TR_73623) and *ypr2* (TR_102497) upon growth on minimal media with cellulose as carbon source, relative to QM6a and normalized to the biomass produced under these conditions. Errorbars indicate standard deviations of at least two biological replicates

Our transcriptome data clearly confirmed regulation of the SOR cluster genes by YPR2 (Additional file 1) as shown previously [5]. Surprisingly, the predicted paracelsin synthase, the NRPS TR_123786 [60] is not regulated by YPR2 and although paracelsin B levels are strongly decreased in light in ∆*ypr2* [5], transcript abundance of TR_123786 increases in light in both the wildtype and in ∆*ypr2*. 

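TR_123786, the gene of the predicted paracelsin synthase, a large peptide synthetase, was upregulated by light in the wildtype from 73.3 ± 4.5 to 337 ± 5.9 CPM (mean ± SD, n = 2 cultures per group; log2 fold change 2.2 ± 0.11, edgeR, adjusted p = 1.5e-07). In ∆*ypr2* it had 76.9 ± 11 CPM in darkness and 322 ± 41 CPM in light (log2 fold change of light against darkness 2.06). For the deletion the log2 fold changes were 0.07 ± 0.11 in darkness (adjusted p = 0.59) and -0.07 ± 0.11 in light (adjusted p = 0.81), without a call. Paracelsin levels were not analysed here.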

As coregulation of genes indicates a regulatory relationship, we checked for coregulated genes with *ypr2* under conditions known to be relevant for secondary metabolism (different carbon sources, light/photoreceptors). We chose regulation on cellulose, glucose, lactose, glycerol and sophorose in light and darkness (dataset from [13]) as well as in photoreceptor mutants in light and darkness (dataset from [22]). Comparison showed one consistently coregulated NRPS gene, TR_60751, which is however related to a ferrichrome synthase and supports the relevance of YPR2 for siderophore regulation rather than a function in paracelsin production. 

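TR_60751, the peptide synthetase gene related to ferrichrome synthases, which build intracellular iron storage siderophores, had 32.5 ± 1.1 CPM in the wildtype and 4.71 ± 0.72 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -2.8 ± 0.13, edgeR, adjusted p = 1.5e-07). In light it had 0.674 ± 0.026 CPM in the wildtype (-5.58 ± 0.24 against darkness) and a log2 fold change of 0.29 ± 0.31 for the deletion (adjusted p = 0.75). Its neighbour TR_73344, a gene without a name in the files, fell in darkness from 53.5 ± 0.71 to 1.66 ± 0.49 CPM (-5.03 ± 0.22, adjusted p = 1.7e-07) and was at least 636-fold lower in light than in darkness in the wildtype. The other datasets of the comparison were not used here.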

We conclude that the regulatory effect of YPR2 on paracelsin levels is indirect and does not occur on the transcriptional level.

Our findings on regulation rather indicate that higher order regulation mechanisms should be considered. One such mechanism would be regulation by upstream open reading frames (uORFs), which could interfere with translation of the downstream target ORF [61]. Several short exons at the start of the predicted ORF of TR_123786 encoding a predicted paracelsin synthase could indeed represent such uORFs. Since no characterized homologues of TR_123786 are available from other fungi, clarification of the regulation mechanism of paracelsin biosynthesis warrants further detailed investigations.

A targeted screening by a mass spectrometry approach using a standardized method and internal standard compounds revealed the regulation of alamethicin biosynthesis by YPR2 in darkness on cellulose (Fig. 4c). Alamethicin was previously reported to be produced by *Trichoderma* spp. [62], albeit only by those species of the brevicompactum clade [63]. Alamethicin is reported to permeabilize Arabidopsis seedlings, which can be counteracted by prior treatment with cellulase [64]. These findings on a relevance of alamethicin in plant interaction are in agreement with both a carbon source depending function of YPR2: the function of YPR2 on glucose [24] is different to that on cellulose [5]. As cellulase regulation also happens in response to different carbon sources, a reaction to sensing the presence of a plant in terms of cellulase expression with an involvement of YPR2 would not be without precendent. Moreover, *ypr2* transcript levels are subject to carbon source dependent regulation [13]. While a functional annotation of an alamethicin synthase is not available, the annotation of Druzhinina et al., 2016 [65] as supported by antismash analysis indicates TR_23171 for this function. In agreement with alamethicin levels (decreased to 23.8% of wildtype, 4.2 fold), our transcriptome data showed decreased transcript levels (4.3fold down in ∆*ypr2*) for the predicted alamethicin synthase gene *tex1*/TR_23171 [60] and hence supports the predicted function. 

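*tex1*, the predicted alamethicin synthase gene, whose product is a very large peptide synthetase, had 121 ± 9.1 CPM in the wildtype and 27.9 ± 4 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group; log2 fold change -2.1 ± 0.16, edgeR, adjusted p = 4e-06). In light its log2 fold change was -0.14 ± 0.16, without a call. Alamethicin levels were not analysed here.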

Interestingly, alamethicin levels are also decreased in a strain lacking *sor5* (TR_73623; Fig. 4c), which is positively regulated by YPR2. It remains to be shown whether this regulation is direct or indirect and if it involves the function of SOR5.

The same screening also showed production of orsellinic acid by *T. reesei*, but only in constant darkness in QM6a and this metabolite was not detected in the absence of YPR2 or SOR5 (TR_73623). Presence of orsellinic acid in the wildtype was confirmed with three independent, subsequent sample sets. Therefore we aimed to identify the cluster responsible for orsellinic acid production in *T. reesei*. The closest homologue of the PKS encoding gene of the *A. nidulans* ors-cluster [66], *orsA* (ANID_07909), was found to be *T. reesei pks4* (TR_82208), which however represents the PKS responsible for pigment biosynthesis [67] and is related to the *wA* gene with the same function in *Aspergilli* [68]. Also a blast search with only the PksD domain (COG3321) yielded the same result. Accordingly, the whole *ors* cluster does not have direct homologues in *T. reesei* and *pks4* is not significantly regulated by YPR2.

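*pks4*, which encodes the polyketide synthase of the green conidial pigment, had 237 ± 1.1 CPM in the wildtype and 130 ± 13 CPM in ∆*ypr2* in darkness (mean ± SD, n = 2 cultures per group), a log2 fold change of -0.86 ± 0.09 with an adjusted p of 2.7e-05 in edgeR, below the 2-fold limit. In light its log2 fold change was -0.09 ± 0.14 (adjusted p = 0.81). The gene was called in neither condition.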

Nielsen et al., [69] suggest a function for ANID_07903 in orsellinic acid biosynthesis. The homologue of this gene is TR_73621, which was recently shown to be involved in sorbicillin biosynthesis [5, 24]. However, deletion of TR_73621 has no significant influence on orsellinic acid production (data not shown) that would support such a function in *T. reesei*. The same study [69] reports detection of traces of orsellinic acid in strains lacking ANID_07903 and ANID_07909/orsA. These traces are attributed to unmethylated byproducts of the PKS ANID_08383 that produces dimethylorsellinic acid, but this PKS has no homologue in *T. reesei*.

Besides YPR2, also the monooxygenase TR_73623/SOR5 is required for orsellinic acid production in *T. reesei* (Fig. 4d) and deletion of *ypr2* strongly decreases *sor5* transcript levels in light and darkness [5]. The homologue of *sor5* in *A. nidulans*, ANID_07902, is located close to the ors cluster in the genome, but a connection to orsellinic acid has not been shown.

Using only the PksD domain of AN07909 (COG3321) for the homology analysis with *T. reesei*, we found again *pks4* (TR_82208) as best homologue, but another *pks* gene, TR_81694/*pks8g* with only marginally lower e-value and even higher identity with OrsA than PKS4 within this domain. Using the PksD domain of TR_81694 for a BLAST search against *A. nidulans* showed best homology to several PKSs other than OrsA, with highest score for PkgA. However, in contrast to *pks4*, TR_81694 is strongly down regulated in light and positively regulated by YPR2, which is in agreement with the levels detected for orsellinic acid. Additionally, three further genes within the cluster surrounding TR_81694 are coregulated and show light dependent downregulation and decreased transcript levels in ∆*ypr2*. AN7071/PkgA was found to be involved in production of several metabolites including alternariol [70] and the cluster in *T. reesei* is similar to that in *A. nidulans*.

These findings suggest that the biosynthesis of orsellinic acid in *T. reesei* is altered compared to *A. nidulans* and may involve the cluster around *pks8g*, which remains to be proven.

## Conclusions

Being a GRAS (generally regarded as safe) organism, production of potentially harmful metabolites is of particular interest with *T. reesei*. However, the findings in this field in the last years – connections between carbon and secondary metabolism and a regulatory relationship via the carbon catabolite repressor CRE1 [4, 5], even indicate a broad relevance for fungi in general. Detailed investigations of industrial strains and their products did not reveal production of harmful metabolites by *T. reesei*, indicating that induction mechanisms and/or structural genes are not operational or deleted in these strains.

A broader function of a transcription factor impacting enzyme expression as well as secondary metabolism was shown previously for *T. reesei* XPP1. This regulator was first described as an enzyme regulator [71], but later on found to have a much broader function, indicating that it might act as a switch between primary and secondary metabolism [4]. Also our early studies showed that the SOR cluster is regulated by CRE1 in a light dependent manner and that YPR2 is a regulator of the SOR cluster on cellulose [5], but seemed to have a broader function as well.

YPR2 influences gene regulation in darkness on cellulose considerably, indicating that the balance between carbon and secondary metabolism is highly relevant for *T. reesei*. In this respect it is also important to note that genes of the SOR cluster were among the most abundant upon growth under sexual development conditions [32]. Only recently, an inhibitory function of sorbicillinoids, which are produced by the SOR cluster gene products, on fungal pathogens was reported [72]. Moreover, although the transcript levels of the siderophore cluster regulated by YPR2 were low, consistent regulation of the whole cluster as well as coregulation of another siderophore associated NRPS (TR_60751) suggests siderophore regulation as a role for YPR2 as well. Siderophores are also known to play a role in competition and virulence in nature [56]. Consequently, regulation of the SOR cluster by YPR2 in response to environmental conditions may be crucial for successful competition and development.

Interestingly, our study now indicates that the two transcription factors YPR1 and YPR2 function in carbon source and light dependent regulation of the SOR cluster. With an enrichment of genes involved in glycolysis and glyconeogenesis (*p*-value 2.4e-03) in the gene set of upregulated genes in ∆*ypr2* in darkness (Additional file 2), also a connection of YPR2 to primary metabolism is supported. Upon growth on glucose, YPR2 represses the SOR cluster as well as *ypr1*, which is essential for the expression of the SOR cluster under these conditions [24]. In contrast, upon growth on cellulose, we found that YPR2 is a positive regulator of the SOR cluster [5] as well as of *ypr1*. Accordingly, *ypr1* levels are elevated on glucose, while *ypr2* levels are elevated on cellulose [13]. Additionally, the decreased levels of secondary metabolites upon growth in light on cellulose [5] are in agreement with our finding that in the wildtype, *ypr1* levels are strongly decreased in light. This carbon source dependent interplay of YPR1 and YPR2 supports the hypothesis of YPR2 being a regulator of primary, carbon and secondary metabolism in *T. reesei*.

In summary, our study revealed a broad, environment dependent function for YPR2 beyond the regulation of the secondary metabolite cluster in its genomic vicinity. Importantly, the considerable differences in gene regulation between light and darkness highlight the necessity of controlled light conditions for investigation of carbon and secondary metabolism in *T. reesei*.

## Methods

### Strains and cultivation conditions

*T. reesei* QM6a [8], ∆*ypr2* [5] and ∆*sor5* [5] were used throughout this study. Precultures for cultivation on cellulose were performed on plates with malt extract agar (3% *w*/*v*) in constant darkness for 14 days in order to avoid interference of light pulses or circadian rhythms with transcriptome analysis. An inoculum of 10^9^ conidia/L was applied to 100 ml of Mandels Andreotti minimal medium [73] with 1% (w/v) microcrystalline cellulose (Alfa Aesar, Karlsruhe, Germany) and 0.1% (w/v) peptone to induce germination. Strains were grown in constant light (1600 lx) or constant darkness at 28 °C for 72 h at 200 rpm. Harvesting of dark grown cultures was done under red safety light (darkroom lamp, Philips PF712E, red, 15 W) in order to avoid random light pulses and hence random gene regulation.

### Isolation of total RNA

Mycelia were harvested by filtration and frozen in liquid nitrogen. Total RNA was isolated essentially as described previously [74] using the QIAGEN plant RNA kit (QIAGEN, Hilden, Germany) according to manufacturer’s instructions. Quality control of total RNA was performed using Bioanalyzer 2100 (Agilent) and only high quality RNA (RIN-factor > 7.0) was used for further analysis.

### Transcriptome analysis and bioinformatics

RNA isolated from wildtype and ∆*ypr2* mutant after growth on cellulose in light and darkness was used for this analysis. We used two biological replicates for every condition and every strain. Next generation sequencing was performed at the core facility VetCORE (Vienna, Austria) on a HiSeq2000/SR50 machine. Per sample, 50–60 Mio reads were obtained and used for analysis. The mapping of reads was performed using bowtie2 with standard parameter setting [75]. The resulting files were further processed using samtools [76]. The comparison to the annotation was performed using bedtools [77]. FPKM-Values were calculated for each annotated transcript based on the results of the mapping (RSEM, [78]). Differential gene expression and statistically significant differences were evaluated using the software package edgeR [79]. For differential regulation a fold change threshold of 2 and a *p*-value of 0.01 was set. Generally the correlation between the two biological replicates used was very high, exceeding R = 0.975 in every case. Data are available at GEO (accession number GSE119126).

Hierarchical clustering was performed using the open source software HCE3.5 [80] which was used with default settings applying the Poisson correlation coefficient as the similarity/distance measure. Functional category analysis was done with the MIPS Functional Catalogue tool in the latest version available (May 2014; http://mips.helmholtz-muenchen.de/funcatDB/) [81].

### Biomass determination

Biomass determination in the presence of insoluble cellulose was performed as described previously [20]. Briefly, protein content of the biomass pellet reflecting biomass production of the fungus was analyzed by grinding the sample in liquid nitrogen, treatment with 0 .1N NaOH and sonication and determination of protein content by the Bradford method. At least two biological replicates were used.

### Analysis of secreted metabolites

Supernatants from cultures grown under similar conditions as for transcriptome analysis (minimal medium with cellulose as carbon source in light and darkness; see strains and cultivation conditions) were analyzed according to two previously described approaches. Depending on the experiment, two to seven biological replicates were used. Targeted measurements were carried out using a 5500 QTrap LC-MS/MS system (Applied Biosystems, Foster City, CA) as described in Sulyok et al. (2007) [82].

Targeted analysis for known compounds produced by fungi was performed essentially as described previously [5, 83]. This method has been extended and covers more than 700 metabolites at the moment. Calibration with serial dilutions of a multi analyte stock solution allows for reliable identification and quantification of secondary metabolites in the sample. Acquisition of two MRMs per analyte enabled confirmation of positive analyte identification. HPLC retention time as well as intensity ration of the two MRM transition was in agreement with the corresponding values of an authentic standard within 0.1 min and 30% rel., respectively.

These measurements were complemented by an untargeted metabolomics approach to screen for the global role of YPR2 in secondary metabolism of *T. reesei*. The native culture supernatants were measured by C_18_ reversed phase HPLC-HRMS on an LTQ Orbitrap XL system (Thermo Fisher Scientific, San Jose, USA) as described earlier [84]. In brief, 10-μL sample aliquots were injected into the LC-HRMS system and separated by linear gradient elution on an XBridge C_18_ column (150 × 2.1 mm i.d., 3.5 μm) (Waters, Milford, USA) at 25 °C. The mass spectrometer was equipped with an electrospray ionization source (positive ionization polarity) and operated in the fullscan mode (scan range m/z 100–1000) at a resolving power setting of 60.000 at m/z 400. Raw data files from the LC-HRMS measurements were centroided and converted to the open-data format mzXML with the ProteoWizard toolbox [85] and subsequently processed with the XCMS and CAMERA packages for untargeted metabolite detection [86, 87]. Briefly summarized, the XCMS and CAMERA package automatically detect chromatographic peaks in all data files, perform chromatographic alignment and integrate the metabolic features’ peak areas in the samples. The following parameters were adapted from their standard values for processing the dataset with XCMS and CAMERA: prefilter: 3 × 5000 counts, peak-detection algorithm: centwave, ppm: 5, peakwidth: max. 30 s, minfrac: 1, polarity used for metabolite annotation: positive. After chromatographic peak detection with XCMS and their annotation with the CAMERA package, we removed all peaks that were present in the blank samples as contaminants of non-fungal origin. Moreover, we manually removed several metabolite ion clusters originating from a biopolymer that caused high background levels. The remaining features (i.e. chromatographic peaks) were used for statistical analysis of the dataset. For this, the peak areas of the fungal features from the untargeted metabolomics data processing were first normalized by their determined biomass. Then we illustrated the dataset in the form of a bi-clustered heatmap. For this, the peak areas of the features were mean-centered and auto-scaled. The dendrograms for the heatmap were generated using squared Euclidean distance and ward-linkage. The dendrogram of the features was subsequently manually split into 6 groups and boxplots were generated for the feature areas of the respective metabolites in the respective group in order to illustrate the abundance levels of the different metabolites in the biological samples.

## Additional files

Additional file 1: Gene regulation by YPR2. This file contains data on gene regulation by YPR2 in constant light and constant darkness upon growth on cellulose along with clustered regulation and overlapping regulation with induction specific genes as well as by photoreceptors and CRE1.

Additional file 2: Functional category analysis of YPR2 targets.

Additional file 3: **Figure S1.** Showing functional categories of YPR2 targets in light.

Additional file 4: Abundance of secondary metabolites as influenced by YPR2. This file contains mass spectrometry data from analysis of wildtype and ∆*ypr2* in light and darkness.

## Abbreviations

HPLC: High performance liquid chromatography
LC-MS: Liquid chromatography mass spectrometry
NRPS: Non ribosomal peptide synthase
RIN factor: RNA integrity factor

# Supplementary material for: YPR2 is a regulator of light modulated carbon and secondary metabolism in Trichoderma reesei
**Source:** BMC Genomics. 2019 Mar 13;20:211. doi: 10.1186/s12864-019-5574-8
**Supplement:** Supplementary file 3 — Figure S1. Showing functional categories of YPR2 targets in light.

YPR2 is a light dependent regulator of carbon and secondary metabolism in *Trichoderma reesei*

SUPPLEMENTARY MATERIAL

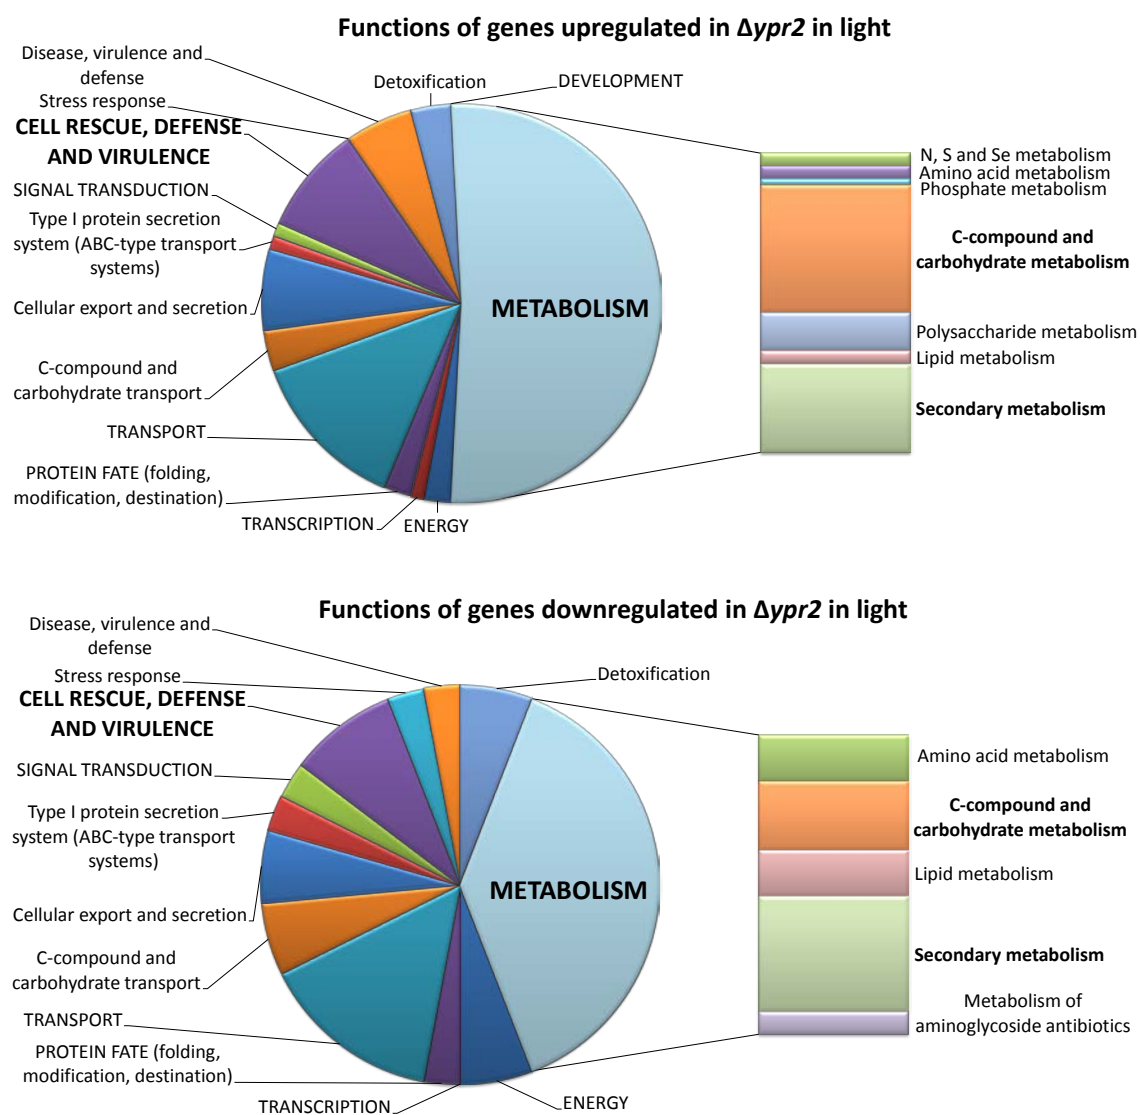

Figure S1. Functions of genes regulated in $\Delta ypr2$ compared to wildtype upon growth on cellulose in light.

How the deposited data were processed for this re-analysis (not part of the article)

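RNA-seq was analysed for the wildtype QM6a and the deletion strain ∆*ypr2* of *T. reesei*, each grown in constant light (1600 lx) or constant darkness for 72 h at 28 °C on 1% cellulose. There were 2 biological replicates of each of the 4 groups, 8 libraries in all, and each library was assigned to its strain, light condition and replicate by its label. Where the paper gives reads of a sample as 50 to 60 Mio, the values of a library summed to between 16.9 and 22.9 Mio. At this depth a single count was worth between 0.0438 and 0.0579 CPM (counts per Mio after scaling).

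The authors aligned the reads with Bowtie2, handled the alignments with SAMtools and bedtools, estimated a value for each annotated transcript with RSEM and tested differences with edgeR. Versions are not given in the sources used here. The table is named FPKM, but the deposited values are expected counts: between 71.8 and 80.6% of the values in a library were whole numbers as written, the totals differed between libraries, and the values rose with transcript length (Spearman correlation 0.32 to 0.36 across 9115 genes), which disappeared after division by length (0 to 0.02). No replicates had been pooled and no value column was left without a sample. The alignment, the counting and the functional category tests of the paper were not repeated.

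The test written down in advance had assumed FPKM values and limma. Since the unit needed a count test, the expected counts were rounded to whole numbers and tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3, two-sided, with TMM scaling, all 8 libraries in a single fit with a mean for each of the 4 groups (4 residual degrees of freedom), a prior count of 0.125 and a trend of the dispersion with abundance. A gene was tested with at least 0.5 CPM in at least 2 libraries, which kept 8469 of 9143 genes and left out 674. A gene was called at a Benjamini-Hochberg adjusted p under 0.01 with a change of at least 2-fold. The paper states a fold of 2 and a p of 0.01 and names no adjustment. The contrasts were ∆*ypr2* against the wildtype in darkness and in light, light against darkness in each strain, and the difference of the deletion effect between light and darkness. Standard errors of log2 fold changes come from the same fit. None is given where a compared group was at 0. In that case the fold was computed against a floor of 3 counts over the group, and with 1 to 3 counts a ratio with its 95% counting interval is given. With 2 cultures against 2, an exact permutation test of a single gene cannot go below p = 0.333, so no such tests were made. Adjusted p values without another tool named are from edgeR.

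Replicate libraries differed by more than the sampling noise of counts in every group, with a chi-square per degree of freedom from 6.26 (wildtype, light) to 36.74 (∆*ypr2*, darkness), so no library had been entered 2 times. The biological coefficient of variation was 0.066 over all libraries, 0.081 over those from darkness and 0.046 over those from light. The first principal component held 76.4% of the variance and the second 18.9%. The 100 most abundant genes took between 23.56 and 26.33% of the counts. Counts were also simulated from the wildtype means of a light condition and the library sizes, with 50 of the 8469 genes changed at each fold. Each gene had a dispersion shared by all groups. The test recovered 44%, 96%, 98% and 100% of genes changed 2-, 3-, 4- and 8-fold in darkness, and 52%, 96%, 100% and 100% in light. There were 0 genes in the wrong direction and 0 calls among unchanged genes. Recovery at 2-fold is held down by the 2-fold limit of a call and does not measure power. The larger spread of ∆*ypr2* in darkness was not simulated, so the absence of false calls need not hold there.

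Genes were named by a rule fixed before the data were examined. It took *ypr2*, every gene that the paper names with an ID or that its Additional file 1 pairs with a name used in the text, the gene lists, the 10 largest rises and 10 largest falls in darkness, 5 and 5 in light, and 5 and 5 for light in the wildtype, among called genes with a mean of at least 5 CPM. The lists for the SOR cluster, the siderophore cluster, reductive iron assimilation, iron regulators, plant cell wall degrading enzymes, cellulase regulators, hydrophobins and cerato-platanins, catalases, chitinases, heat shock proteins, conidiation markers, secondary metabolism, sexual development and signalling, abundant transcripts and carbon metabolism were fixed at the same time, as were the contrasts, the thresholds and 19 of the 24 alternative settings. The fold changes in Additional file 1 had been seen by then. A gene of the list of cellulase regulators, and the count over that list, are not reported here. Of 20 enzyme and regulator IDs added from general knowledge, 11 could be paired with a name and were used. Lists of cytosolic ribosomal proteins, histones, proteasome subunits, light signalling genes, glycolysis enzymes, galactose pathway enzymes, family 18 chitinases, G-protein subunits and cellulases were taken from gene symbols of the reference (assembly v2.0) after the unit of the values was known and before any fold change was computed. Lists planned by keyword could not be formed because the table has no column of gene products. Gene names come from the paper, Additional file 1 and the reference, which has an entry for 9115 of the 9143 genes and a symbol for 235. Only part of the darkness list in Additional file 1 could be read, 861 upregulated and 215 downregulated genes, so no overlap test was run on it.

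For a list, members called up or down were counted over all genes tested and adjusted over the list alone. Lists that the study did not choose on these samples were also tested with camera of limma 3.58.1, with a preset correlation of 0.01 between genes and with an estimated correlation. Runs of at least 3 neighbouring called genes were counted along the gene order of the reference and compared with 10000 permutations of the calls. The correlation between the deletion effect in darkness and the light response of the wildtype shares the wildtype libraries from darkness, so 100 sets of unchanged libraries were simulated against them. The alternatives set beforehand were prior counts of 1 and 0.01, no filter and a filter of 2 CPM, median-ratio scaling, quantile normalization of log2(CPM + 0.1) with limma, a fit of only the 4 libraries compared, no trend of the dispersion, an adjusted p under 0.05, an unadjusted p under 0.01, the replicate number as a block, and 8 fits without 1 library each. They had been written for FPKM values and limma. Once the unit was known, the pseudocounts became prior counts, the limits in FPKM became limits in CPM (with the limit of 5 used in naming genes), and the trend of the variance became the trend of the dispersion. After the data were seen 5 were added: limma on log2(CPM + 0.1), DESeq2 1.42.0, the exact test of edgeR on the 4 libraries compared (called the exact test in the text), a fit without the 100 most abundant genes, and libraries thinned to the smallest total. The paper calls the replicates biological, and the sources used here give no batch or date. The adjusted p values rest on the spread between the 2 cultures of a group, pooled over the 4 groups in the main fit. Those for light thus also carry the spread in darkness.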

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

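The tests on thinned libraries and without the 100 most abundant genes were chosen after the first values had been seen, and so were the order in which the readings on the shared wildtype libraries were weighed and the limit of the scaling test on the siderophore cluster to quantile normalization.

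The deletion of *ypr2* changed 1332 genes in darkness and 44 in light, a ratio of 30.3, and for 1212 genes the effect differed between both conditions by a test of the difference itself (edgeR, n = 2 cultures per group). Over all settings the ratio lay between 13.7 at an unadjusted p under 0.01 and 118 without wildtype light replicate 2 (65.2 without wildtype light replicate 1, 93.7 without ∆*ypr2* light replicate 2), so its size is not fixed. With all libraries thinned to 16.9 Mio counts the ratio was 33.4, and without the 100 most abundant genes it was 31.5, which argues against depth and against a few abundant transcripts as the cause. Whatever the p, 964 of 7342 genes with a mean of at least 5 CPM differed at least 2-fold in darkness and 109 in light, a ratio of 8.84, and the biological coefficient of variation was 0.046 in light and 0.081 in darkness. Both argue against a larger spread in light as the cause, although the larger spread in darkness also adds to the 2-fold differences there. The median log2 fold change of 42 cytosolic ribosomal protein genes in darkness was 0.03, which argues against a fall of these genes relative to other transcripts. A loss shared by most transcripts would be removed by the scaling, so this value cannot exclude it. A different state of growth or conidiation of ∆*ypr2* in darkness stays open and may account for part of the difference. The paper reports much less biomass there, the 5 histone genes had a median of -0.76 without a call, and the 6 proteasome subunit genes a median of -0.86 with 1 call. Of 7 conidiation markers 6 were upregulated and *medA* was downregulated (-1.04), but all 7 are genes that the study called in darkness on these samples. An unchanged marker could not enter the list, so this count is not evidence for a different state of conidiation. The conidial pigment gene *pks4* had -0.86 without a call.

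Across 8469 genes the deletion effect in darkness followed the light response of the wildtype (r = 0.503 across genes, which are not independent replicates), although both are measured against the same wildtype libraries from darkness. Unchanged groups simulated against these libraries gave a correlation of 0.464 to 0.558 (median 0.506 of 100 simulations), so the observed value lay inside that range and a correlation alone could not decide. With 1 wildtype library for each comparison the correlation was 0.477 in the lower and 0.507 in the other split, and the covariance was 0.51 against 0.00789 simulated, which argues against noise in the shared libraries as the cause. Both outcomes written down beforehand were thus met, and the splits were given the greater weight only after the values were seen, because a correlation of about this size arises with no effect whatever the spread. No wildtype library was shared within a split. A shift common to both dark wildtype cultures would enter both comparisons and may still contribute, since no split removes it, and a mutant in darkness that in part resembles the wildtype in light remains a hypothesis.

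All 6 genes of the siderophore cluster had an effect of the deletion in light opposite to that in darkness, with differences of 5.49 ± 0.48 for *sidD*, 7.29 ± 0.37 for *sidF*, 8.16 ± 0.69 for *sidJ*, 6.63 ± 0.67 for *sitT*, 8.51 ± 0.59 for *sidH* and 10.17 ± 0.69 for *mirB* on the log2 scale (± standard error, edgeR). Quantile normalization with limma moved their values by up to 0.95 and 0 of the 6 changed sign, with 1.77 as the lowest log2 fold change in light and -4.1 as the highest in darkness (1.9 and -3.49 before), which argues against the scaling between libraries as the whole cause. Median-ratio scaling and the fit without the 100 most abundant genes moved them by at most 0.01 and decide nothing. Iron demand that differs with growth is raised in the paper. It argues against this as the only reason, from biomass without a significant difference in light and from the regulation of the FET3, FTR1 and HapX homologues. Iron demand was not tested here and stays open beside a light-dependent role of YPR2.

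For 5 further named genes called in both conditions the effect of the deletion also went in opposite directions, with differences between light and darkness of 8.13 ± 0.29 for *sor4*, 2.5 ± 0.13 for *ftr1b*, 8.27 ± 0.6 for TR_75247, 5.26 ± 0.22 for TR_68997 and -4.66 ± 0.3 for TR_50616. The call of TR_50616 in light (-1.2 ± 0.17) was lost without either wildtype light replicate, without ∆*ypr2* light replicate 2 and without either wildtype dark replicate. The light response of the wildtype, for which the paper gives no count of genes, comprised 796 genes higher and 1223 genes lower in light.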

How the results depend on the processing

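Limma on log2(CPM + 0.1), DESeq2, the exact test, the fit without the 100 most abundant genes and the thinned libraries were chosen after the data were seen. Of 852 pairs of a named gene and a comparison (213 genes), 305 were called, 257 of them under every setting that tested them and 48 not under at least 1, with 0 called values reversed. Of the 547 pairs not called, 66 gained a call under at least 1 setting. Of 192 counts over gene lists, 151 stayed within 1.5 times under every setting. The cause of the changes given next was not tested, apart from settings that use fewer libraries or another threshold by construction.

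The counts in light moved most. For the 32 genes upregulated in ∆*ypr2* in light the count was 50 with only the 4 libraries compared, 53 at an adjusted p under 0.05, 68 at an unadjusted p under 0.01, 50 with limma, 50 with DESeq2 and 74 with the exact test, and leave-one-out values ran from 7 without wildtype light replicate 2 to 44 without ∆*ypr2* dark replicate 2 (15 without wildtype light replicate 1, 11 without ∆*ypr2* light replicate 2). For the 12 downregulated genes it was 6 with quantile normalization, 19 with only the 4 libraries compared, 22 at an adjusted p under 0.05, 32 at an unadjusted p under 0.01 and 22 with the exact test, and leave-one-out values ran from 3 without ∆*ypr2* light replicate 2 to 17 without ∆*ypr2* dark replicate 1 (5 and 4 without wildtype light replicate 1 and 2). The 25 genes called in both conditions became 48 at an adjusted p under 0.05, 55 at an unadjusted p under 0.01 and 52 with the exact test, and 6 (without wildtype light replicate 2) to 34 (without ∆*ypr2* dark replicate 1) in the leave-one-out fits, with 10 without wildtype light replicate 1 and 9 without ∆*ypr2* light replicate 2. A fit without 1 library assumes that the lone remaining culture varies like the other groups.

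Of the runs of neighbouring genes, the 40 upregulated in darkness became 24 with quantile normalization and 25 (without wildtype dark replicate 2) to 38 in the leave-one-out fits, with 26 without either ∆*ypr2* dark replicate, and the 1 in light became 0 without either wildtype light replicate or ∆*ypr2* light replicate 2. Quantile normalization also moved the split of calls in darkness to 685 up and 665 down (50.7% up against 61.6%), of light in the wildtype to 1080 higher and 1052 lower (50.7% against 39.4%, with the median of all genes at 0.119), and in light to 36 up and 6 down (85.7% against 72.7%), where limma gave 84.7% and DESeq2 83.3%.

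A difference of the deletion effect between light and darkness was reversed for 3 genes with a group at or near 0 counts, where the fitted value depends on the prior count. With quantile normalization it was 1.37 for *ypr2*, -3.57 for *cat-3* and 1.34 for TR_58509, and limma gave -3.18 for *cat-3*. With quantile normalization the list median changed sign for family 18 chitinases in darkness and for light in the wildtype, for glycolysis enzymes for light in the wildtype and for hydrophobins in light. The median of the light signalling genes in light lay at -0.01 and turned with scaling alone. Without the 100 most abundant genes, which takes TR_3405 from the carbon metabolism list and *hfb2* from the hydrophobin list, the medians of carbon metabolism in light (0.05 to -0.17) and for light in the wildtype (-0.28 to 0.09) and of hydrophobins in light (0.09 to -0.21) changed sign with fewer members. With the replicate number as a block the counts were 810 and 518 in darkness, 31 and 11 in light, 25 in both, 789 and 1223 for light in the wildtype and 1202 for the difference. The genes upregulated in both conditions then went from 3 to 5, and of the chitinase genes 1 (*chi18-18*) was called downregulated in darkness against 0. The replicate numbers do not pair the cultures, as deviations of libraries with the same number correlated between -0.084 and 0.054. At this depth 674 genes fell below the limit of 0.5 CPM in 2 libraries and were not tested, and a group at 0 counts gave a bound in place of a fold. Recovery by abundance or at other depths was not simulated.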

Differences from the paper's values

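The exact test, limma, DESeq2 and the 2 other settings added later were chosen after the data were seen, and all remaining alternatives were set before the data were examined. The paper states a fold of 2 and a p of 0.01 and names no adjustment, while the FDR column of Additional file 1 lies below 0.01 for all 94 light genes. The counts here use an adjusted p under 0.01, and the counts of genes at an unadjusted p under 0.01 are given beside them. The paper gives 74 genes upregulated in ∆*ypr2* in light where edgeR's quasi-likelihood test called 32, and 20 downregulated where it called 12. For the upregulated genes only the 4 libraries compared (50), an adjusted p under 0.05 (53) and an unadjusted p under 0.01 (68) came within 1.5 times of the paper's count, and the other alternatives set beforehand, each fit without 1 library included, did not. For the downregulated genes this held for only the 4 libraries compared (19), an adjusted p under 0.05 (22) and the fits without ∆*ypr2* dark replicate 1 (17) or replicate 2 (14), and an unadjusted p under 0.01 gave 32. All 94 genes of the paper's light list were tested and had the paper's sign and at least a 2-fold change, and 53 of them had an adjusted p at or above 0.01. The exact test, chosen after seeing the values, called 74 and 22 genes, among them all 74 and all 20 of the paper's, and in darkness it called 835 of the 846 upregulated and 205 of the 208 downregulated genes of the paper that were tested. With the genes left out by the filter on low counts, 26 of the 861 and 10 of the 215 that could be read are without a call. Among the settings added after the values were seen, limma and DESeq2 each gave 50 upregulated genes and dropped 27 and 24 of the paper's 74, while they held 6 and 8 of its 20 downregulated ones.

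The paper gives 50 genes regulated in both light and darkness and 25 were called here. The fits with only the 4 libraries compared (37), at an adjusted p under 0.05 (48) and an unadjusted p under 0.01 (55), and without ∆*ypr2* dark replicate 1 (34) came within 1.5 times of it, and the other alternatives set beforehand did not. Of those upregulated in both conditions the paper shows about 16 in Fig. 1d, read by eye, and 3 were called here, with 13 at an adjusted p under 0.05 and 18 at an unadjusted p under 0.01, and no other alternative set beforehand within 1.5 times. Of the settings added after seeing the values, the exact test gave 52 genes in both and 16 upregulated in both, limma gave 35 and DESeq2 37 in both. These dropped 0, 27 and 24 of the paper's 74 genes upregulated in light.

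For runs of at least 3 neighbouring genes downregulated in darkness the paper gives 30 and 19 were found here, along the gene order of the reference. Quantile normalization (27), an adjusted p under 0.05 (21) and the fit without ∆*ypr2* dark replicate 1 (22) came within 1.5 times, as did the exact test (21), chosen after seeing the values, which called 205 of the paper's 208 downregulated genes that were readable and tested. The other alternatives set beforehand did not. The paper states 50 to 60 Mio reads for a sample, and the values of a library summed to 16.9 to 22.9 Mio, which are expected counts of transcripts and not sequenced reads. Of 102 log2 fold changes of 97 genes that could be set beside the paper's, 94 had a standard error and 0 of these lay further than 1 standard error from it, and 5 had a counting interval and 0 lay outside it. The other 3 (TR_120961, TR_123232 and TR_73643 in light, in the paper 6.94, 6.04 and 7.61) had a group at 0 counts, where the values of at least 3.34, 2.42 and 4.04 are lower bounds that lie below the paper's and decide nothing.

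The paper counts TR_3405 and TR_121251 among the genes upregulated in light. Their log2 fold changes were 1.45 ± 0.42 (adjusted p = 0.092) and 1.45 ± 0.3 (adjusted p = 0.026). TR_3405 was called at an unadjusted p under 0.01, by the exact test and without ∆*ypr2* light replicate 1. TR_121251 was called with only the 4 libraries compared, at an adjusted p under 0.05, at an unadjusted p under 0.01, by DESeq2 and the exact test, and without either ∆*ypr2* dark replicate. The paper reports plant cell wall degrading enzyme genes as upregulated in light. Here 1 of 14, *xyn2*, was called, and the exact test also called *cbh2*, *egl2*, *egl3*, *cel61a*, *cel61b* and *cip1*. The paper describes *ypr1* as decreased, with an ID in its text that is not the one in its Fig. 1a, TR_102499, which was used here. It had a log2 fold change of -2.04 ± 0.58 in darkness (adjusted p = 0.015) and was called with quantile normalization, at an adjusted p under 0.05, at an unadjusted p under 0.01, with the replicate number as a block and without either ∆*ypr2* dark replicate. The paper lists *hfb1* with *hfb2*, *hfb3*, *hfb5* and *epl1*/*sm1* as downregulated. Here the other 4 were called downregulated in darkness, and *hfb1* had 18 counts over all libraries and was not tested.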

Other observations

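The search for genes nearly absent from ∆*ypr2* was chosen after the values had been seen, and the other observations follow the lists and the rule for named genes. In the wildtype light changed 2019 genes, 796 of them higher and 1223 lower (edgeR, n = 2 cultures per group). *min1* was the most abundant transcript in light in both strains, with 32300 ± 550 CPM in the wildtype and 22300 ± 2500 CPM in ∆*ypr2* (mean ± SD), and rose in the wildtype by a log2 fold change of 8.27 ± 0.7 (adjusted p = 3.6e-05) from 191 and 18.6 CPM in the 2 dark cultures. Of 4 light signalling genes 2 were upregulated by light in the wildtype, also when adjusted over the list alone. The photoreceptor gene *env1* rose from 7.04 ± 2.3 to 400 ± 29 CPM (5.82 ± 0.17, adjusted p = 3.7e-09) and the photolyase gene *phr1* from 23.5 ± 0.17 to 93.6 ± 0.57 CPM (1.99 ± 0.06, adjusted p = 5.9e-09). The cyanovirin-N domain gene TR_72183 rose from 1.99 ± 1.5 to 458 ± 12 CPM (7.83 ± 0.35), and TR_103695 (7.94 ± 0.35) and TR_110855 (7.58 ± 0.78), without names in the sources used here, by similar amounts. The receptor gene TR_109146 of the PTH11 type, with 2 counts in the dark wildtype, had 243 times that level in light (counting interval 67 to 2020). These calls held in all settings that tested the genes. For the 4 light signalling genes camera gave an adjusted p of 0.0012 with the preset correlation and an adjusted p = 0.44 with an estimated correlation.

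The deletion left *env1* at 0.43 ± 0.2 in darkness (adjusted p = 0.084) and -0.26 ± 0.12 in light (adjusted p = 0.33), without a call. Of the light signalling genes 0 of 4 were called for the deletion in darkness by edgeR, limma, DESeq2 or the exact test, with 2 at an unadjusted p under 0.05, and *phr1* (-0.9 ± 0.07) was called with quantile normalization. Of the 2019 genes changed by light in the wildtype, 970 were called the same way in ∆*ypr2*, and for 840 the response differed between the strains. The median absolute log2 fold change of the 2019 genes was 1.94 in the wildtype, and that in the same direction in ∆*ypr2* was 1.03. In ∆*ypr2* 323 genes were higher and 1123 lower in light. Of the 1332 genes called for the deletion in darkness, 854 (64.1%) were also called for light in the wildtype, 332 as upregulated by both against 77.1 for independent lists and 419 as downregulated by both against 73.9. The opposite pairs were 89 genes up with the deletion and lower in light against 118.4, and 14 down and higher in light against 48.1. These lists share the dark wildtype libraries, for which the counts of independent lists do not allow.

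Further large changes in darkness lay in genes that the paper does not discuss. TR_103009, of unknown function, rose in ∆*ypr2* from 2.28 ± 0.38 to 107 ± 28 CPM (5.55 ± 0.29, adjusted p = 9.9e-08), the RNA helicase gene TR_121785 from 1.69 ± 0.23 to 59.4 ± 13 CPM (5.14 ± 0.25, adjusted p = 8.6e-08) and TR_112146 from 3.93 ± 0.098 to 124 ± 38 CPM (4.98 ± 0.27, adjusted p = 2e-07). TR_123084 fell from 142 ± 37 to 3.91 ± 2.6 CPM (-5.24 ± 0.35, adjusted p = 7.5e-07). For all 4 the effect of the deletion differed between light and darkness. Among runs of upregulated neighbours were a maltose permease gene (TR_69957, 1.97), the alpha-xylosidase gene TR_69944 and a glutathione S-transferase gene (TR_112022, 2.07), and *cat-4* with an iron-dependent peroxidase gene (TR_5182, 2.79).

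In housekeeping groups 0 of 42 cytosolic ribosomal protein genes were called in darkness by edgeR, limma, DESeq2 or the exact test, with 17 at an unadjusted p under 0.05, and camera gave an adjusted p of 0.97. Of 5 histone genes 0 were called by these tests, with 5 at an unadjusted p under 0.05 and a median of -0.62 with quantile normalization, and 1 was called downregulated without ∆*ypr2* dark replicate 1. For the histones camera gave an adjusted p of 0.053 with the preset correlation and 0.54 with an estimated correlation. Of 6 proteasome subunit genes 1, *psa5* (-1.14 ± 0.06, adjusted p = 3.9e-07), was downregulated in darkness (median -0.86, and 2 called without ∆*ypr2* dark replicate 1), with an adjusted p of 0.00012 from camera and an adjusted p = 0.3 with an estimated correlation. Of 14 cellulase and beta-glucosidase genes named in the reference 1, *cel5b*, was upregulated in darkness (median -0.37), and in light 0 were called by edgeR, limma or DESeq2 and 5 by the exact test, with 4 at an unadjusted p under 0.05. For this list in light camera gave an adjusted p of 0.006 and an adjusted p = 0.89 with an estimated correlation. Counts adjusted over the list alone were 0, 0, 1 and 1 for these 4 lists in darkness. Of 2 iron regulator genes 1 was upregulated in darkness and 0 of 2 were called in light by any of the tools, with 0 at an unadjusted p under 0.05.

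TR_58509, which the paper's category table places in DNA repair and recombination, was nearly absent from ∆*ypr2*. It had 897 counts in the wildtype and 3 in ∆*ypr2* in darkness, a ratio of 346 (95% counting interval 118 to 1680), and 454 and 1 counts in light, a ratio of 508 (90.8 to 20100). It was the 1 gene with at most 3 counts in both ∆*ypr2* groups and at least 100 in both wildtype groups, and 0 genes had the opposite pattern. *ypr2* itself, with 16 counts in ∆*ypr2* in darkness, lay above that limit. The parental strain of ∆*ypr2* is not given in the sources used here, and whether the locus differs between the strains was not tested. The low level of TR_58509 is therefore not assigned to the deletion of *ypr2*. Any further difference between the strains would enter every comparison of ∆*ypr2* with the wildtype, which is called the effect of the deletion here.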
